# WDR5 high expression and its effect on tumorigenesis in leukemia

**DOI:** 10.18632/oncotarget.9312

**Published:** 2016-05-12

**Authors:** Zheng Ge, Evelyn J. Song, Yuka Imamura Kawasawa, Jianyong Li, Sinisa Dovat, Chunhua Song

**Keywords:** WDR5, H3K4me3, MLL, leukemia

## Abstract

WD repeat domain 5 (WDR5) plays an important role in various biological functions through the epigenetic regulation of gene transcription. However, the oncogenic effect of WDR5 in leukemia remains largely unknown. Here, we found *WDR5* expression is increased in leukemia patients. High expression of *WDR5* is associated with high risk leukemia; Patients with *WDR5* and *MLL*1 high expression have poor complete remission rate. We further identified the global genomic binding of *WDR5* in leukemic cells and found the genomic co-localization of WDR5 binding with H3K4me3 enrichment. Moreover, WDR5 knockdown by shRNA suppresses cell proliferation, induces apoptosis, inhibits the expression of WDR5 targets, and blocks the H3K4me3 enrichment on the promoter of its targets. We also observed the positive correlation of *WDR5* expression with these targets in the cohort study of leukemia patients. Our data reveal that WDR5 may have oncogenic effect and WDR5-mediated H3K4 methylation plays an important role in leukemogenesis.

## INTRODUCTION

Genetic and epigenomic regulation play key roles in hematopoietic homeostasis, the alterations in epigenome and abnormality in enzymatic processes that control epigenomic function are frequently associated with leukemia [1–4]. It is reported that the histone H3Lys4 (H3K4)-methyl epigenome regulates leukemia stem cell oncogenic potential^2^. Mixed-lineage Leukemia (MLL) is a pro-oncoprotein and forms a SET1-like histone methyltransferase complex in leukemia. *MLL* amplification plays an important role in leukemogenesis [3–8]. As leukemia drivers, *MLL* rearrangements result in the fusion of the mixed lineage leukemia gene with other genes, and are one of the most important high-risk leukemia markers [3, 9]. One *MLL*1 allele is truncated and fused in frame with over 70 partners to produce oncogenic *MLL*1 fusion proteins [10–12]; and these fusion proteins stimulate transcription by different mechanisms [13–19]. With rare exception [20], one common feature of the *MLL*1 abnormality in leukemia is the preservation of at least one wild-type *MLL*1 allele with the intact SET domain [21]. This finding suggested that *MLL*1 rearrangement has the limited impact on H3K4me3 level in the leukemic cells, and also H3K4 trimethylation may have more profound effect on oncogenesis in patients with MLL1 rearrangements.

MLL core complex including MLL, WD repeat domain 5 (WDR5), Retinoblastoma-binding protein 5 (RbBP5), and (absent, small, or homeotic)-like (Drosophila) (ASH2) is required for maximal enzymatic activity [22, 23]. WDR5 mediates interaction of the MLL catalytic unit with the core complex and the histone H3 substrate [24]. WDR5 prefers to bind dimethylated H3K4 peptide [25]. WDR5 itself is central for complex assembly and catalyzing H3K4 trimethylation activity [26–28]. These findings indicate that WDR5 is critical for H3K4 methylation. However, the global correlation of *WDR5* with H3K4me3 in leukemia cells has yet been determined.

WDR5 interacts with MLL through the Win motif [29, 30]. Recently it is reported that specifically blocking the MLL1-WDR5 interaction using the inhibitor MM-401 prevents MLL1-WDR5 complex assembly and inhibits MLL1 activity [31]. This inhibitor also blocks proliferation of MLL cells by inducing cell-cycle arrest, apoptosis, and myeloid differentiation; and it induces changes in gene expression similar to those of MLL1 deletion. Similarly, another MLL-WDR5 interaction blocker shows selectively inhibited proliferation and induced differentiation in p30-expressing human AML cells [32]. These reports not only support the key role of MLL1 activity in regulating MLL1-dependent leukemia transcription program but also indicate that WDR5 exerts its role mainly by forming a complex with MLL in leukemia cells.

WDR5 is also reported to be overexpressed in other cancers. WDR5 is hyperexpressed and critical for cell proliferation and H3K4 methylation in human neuroblastoma, prostate cancers and bladder cancers [33–36]. However, very little is known about the role of WDR5 in leukemia, despite our growing knowledge about MLL1 fusion proteins and leukemia. Here, we reported the *WDR5* high expression in human acute leukemia and *WDR5*-mediated H3K4 methylation of oncogenic targets may play an important role in leukemogenesis.

## RESULTS

### Association of WDR5 expression with features of adult ALL

We detected *WDR5* mRNA expression in 60 newly diagnosed adult ALL (20 T-ALL and 40 B-ALL) patients, respectively. We found that *WDR5* is significantly more expressed in patients compared to normal controls (Figure 1A), and no significant difference between T-ALL and B-ALL (data not shown). Patients with ALL were divided into high (45 cases) and low (15 cases) *WDR5* expression groups. Patients with high expression of *WDR5* have higher percentage of CD20+ cells (60.0% vs 0.0%, *P* = 0.001), Philadelphia chromosome (Ph) (+)(34.4% vs 0.0%, *P* = 0.026), higher *MLL*1 expressions (66.7% vs 13.3%, *P* = 0.000), splenomegaly and liver infiltration (72.4% vs 20.0%, *P* = 0.001; 51.7% vs 13.3%, *P* = 0.013), and leukemia blast in bone marrow (BM) (87.6% vs 72.4%, *P* = 0.022) compared to patients with low *WDR5* expression (Figure 1B, 1C and 1D; Supplementary Table S1). No significant differences in *WDR5* expression are observed with age, sex, and peripheral blood blasts. These data indicate that high expression of *WDR5* is associated with proliferation and high-risk ALL, suggesting its role in leukemogenesis of ALL.

**Figure 1:**
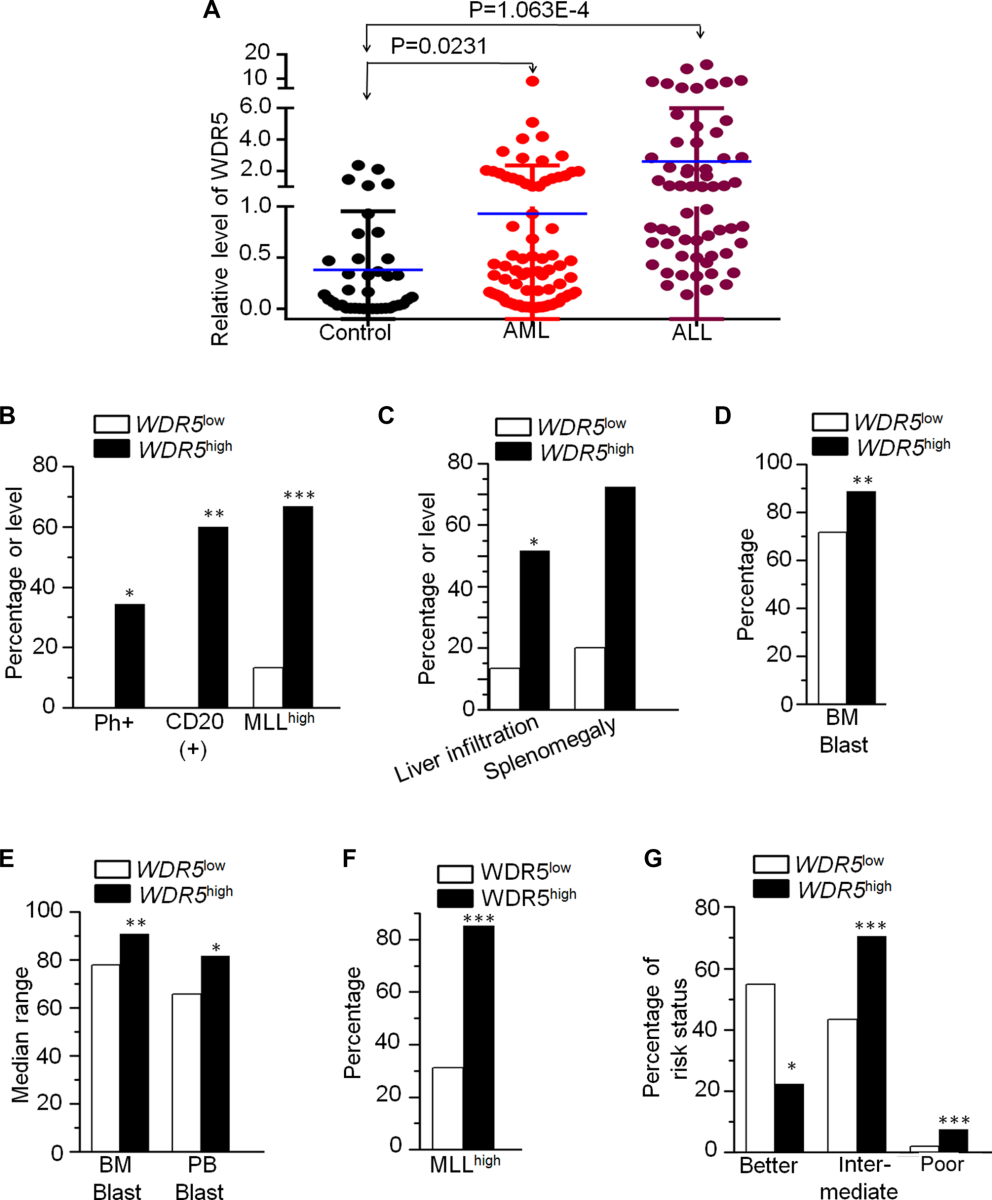
*WDR5* expression in AML and ALL and its correlation with clinical features (**A**) *WDR5* expression in ALL and AML. *WDR5* was detected by qPCR in ALL and AML patients' samples and compared to normal bone marrow tissue (control). The relative level of *WDR5* mRNA was calculated by standard curve. The difference of the *WDR5* expression was analyzed with student *t*-test. *P* < 0.05 are considered as significant. (**B–D**): Correlation of *WDR5* high and low expression with clinical features in patients with ALL. (**E–G**) Correlation of *WDR5* high and low expression with clinical features in patients with AML. *P < 0.05; **P < 0.01; ***P < 0.0001.

### Association of *WDR5* expression with characteristics of adult AML

We also detected *WDR5* mRNA expression in 88 newly diagnosed adult AML patients. We found that *WDR5* is significantly higher expressed in AML patients compared to normal control (Figure 1A). Patients were divided into high (27 cases) and low (61 cases) *WDR5* expression groups. Compared to low *WDR5* expression, patients with its high expression showed high median BM blasts (90.8% vs 77.9%, *P* = 0.008) and peripheral blood blast (81.5% vs 66.5%, *P* = 0.049) (Figure 1E, Supplementary Table S2). Similar as ALL, we also observed higher *MLL*1 expression in *WDR5* high expression group (85.2% vs 31.1%, *P* < 0.001) (Figure 1F, Supplementary Table S2). Importantly, when looking at risk status of patients with *WDR5* expression, we found that the favorable-risk is significantly lower in *WDR5* high expression patients (22.2% vs 54.7%, *P* = 0.016), while intermediate-risk and poor-risk are much higher in the high group than that of the low group (70.4% vs 43.4%, *P* < 0.001; 7.4% vs 1.9%, *P* < 0.001). (Figure 1G, Supplementary Table S2). No significant differences in *WDR5* expression were observed with age, sex and WBC. These data indicate that high expression of *WDR5* is associated with high-risk AML, further indicated its oncogenic effect on AML.

### Association of *WDR5* high expression with *MLL*1 high expression in leukemia cells

We also analyzed the *MLL*1 expression with *WDR5* expression in ALL and AML patients. We found that high *WDR5* expression is significantly associated with high *MLL*1 expression in ALL and AML patients (Figure 1B and 1F, Supplementary Tables S1 and S2). We also observed that *MLL*1 high expression has higher percentage of CD20+ cells, splenomegaly and liver infiltration compared to patients with low *WDR5* expression in ALL (Supplementary Table S1). *MLL*1 high expression also showed high median bone marrow blasts and significantly higher percentage of intermediate-risk and poor-risk but lower favorable-risk in AML patients (Supplementary Table S2). We further analyzed the clinical features of the patients with both *WDR5* and *MLL*1 high expressions (*WDR5*^high^*MLL*^high^) in the ALL and AML patients. We found that ALL patients with *WDR5*^high^*MLL*^high^ showed higher percentage of Ph+ chromosome (35% vs 0%, *P* = 0.027), CD20(+) cells (64.7% vs 0%, *P* = 0.002), splenomegaly and liver infiltration (76.5% vs 15.4%, *P* = 0.003; 58.8% vs 0%, *P* = 0.001) (Figure 2A and 2B; Supplementary Table S3), and also higher median percentage of BM blasts (87.8% vs 62.0%, *P* = 0.011) than the *WDR5*^low^*MLL*^low^ expression group (Supplementary Table S3). Particularly, the percentage of the period achieving complete remission (CR) more than 4 weeks in the ALL patients with *WDR5*^high^*MLL*^high^ was significantly higher than that of *WDR5*^low^*MLL*^low^ expression (53.6% vs 16.7%, *P* = 0.03) (Figure 2C). AML patients with*WDR5*^high^*MLL*^high^ showed higher median percentage of bone marrow blasts (90.0% vs 68.5%, *P* = 0.004) than the *WDR5*^low^*MLL*1^low^ expression group (Figure 2D, Supplementary Table S3). Based on the cytogenetics of AML patients, the risk status was divided into favorable-risk, intermediate-risk and poor-risk. The risk status analysis data showed that AML patients with *WDR5*^high^*MLL*^high^ had significantly higher percentage of intermediate-risk and poor–risk (73.9% vs 37.1%, *P* < 0.001; 4.3% vs 0.0%, *P* < 0.001) but lower percentage of favorable-risk (21.7% vs 62.9%, *P* = 0.006) (Figure 2E; Supplementary Table S3).

**Figure 2:**
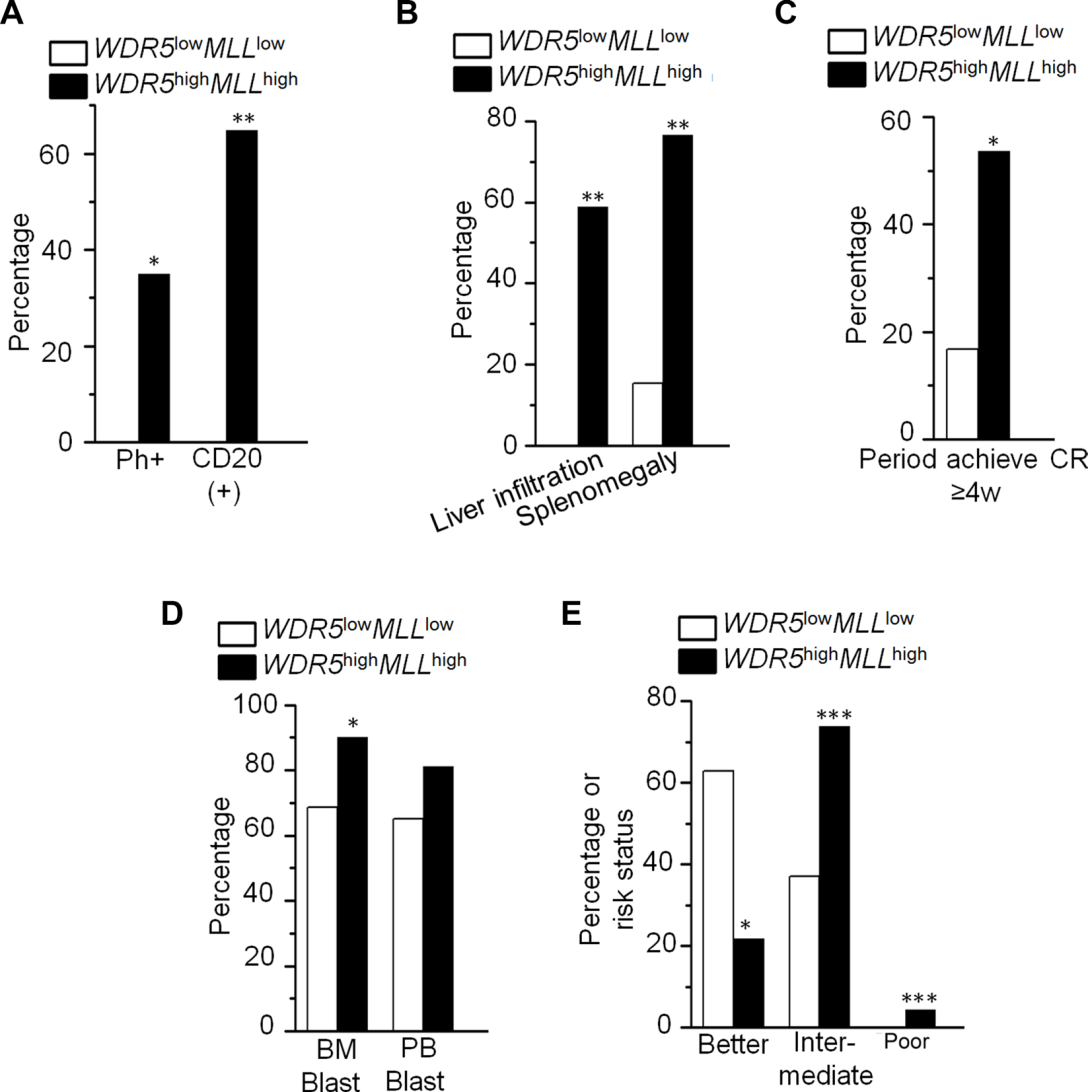
Clinical features of patients with *WDR5*^high^*MLL*^high^ in ALL and AML (**A–C**) Comparison of clinical features of ALL patients with *WDR5*^high^*MLL*^high^ to that with *WDR5* ^low^*MLL*^low^. (**D–E**) Comparison of clinical features in AML patients with *WDR5*^high^*MLL*^high^ to that with *WDR5* ^low^*MLL*^low^. *P < 0.05; **P < 0.01; ***P < 0.0001.

Further, we observed that MLL1 and WDR5 are expressed in leukemia cells (Supplementary Figure S1A). With co-immunoprecipitation assay, we also showed that MLL1 and WDR5 interact in the leukemia cells (Supplementary Figure S1B). These data suggested that WDR5 high expression-induced leukemogenesis may be mediated by interaction with MLL1 in the cells.

### *WDR5* knockdown results in inhibition of cell proliferation and apoptosis

Next, we explored the effect of *WDR5* knockdown in cell growth of leukemia cells. With WST-1 cell proliferation assay, we found that *WDR5* knockdown with shRNA significantly suppress the proliferation of Nalm6 and U937 cells compared to that of scramble shRNA control (siCTL) (Figure 3A and 3B). We also observed the effect of *WDR5* knockdown on apoptosis of the cells. Figure 3C is the flow cytometry chart for the apoptosis assay in Nalm6 cells. The quantitative data showed that *WDR5* shRNA significantly increases the apoptosis of Nalm6 and U937 cells compared to control (Figure 3D). These data revealed that *WDR5* is essential for the cell growth of the leukemia cells, further suggesting the oncogenic role of *WDR5* in leukemia.

**Figure 3:**
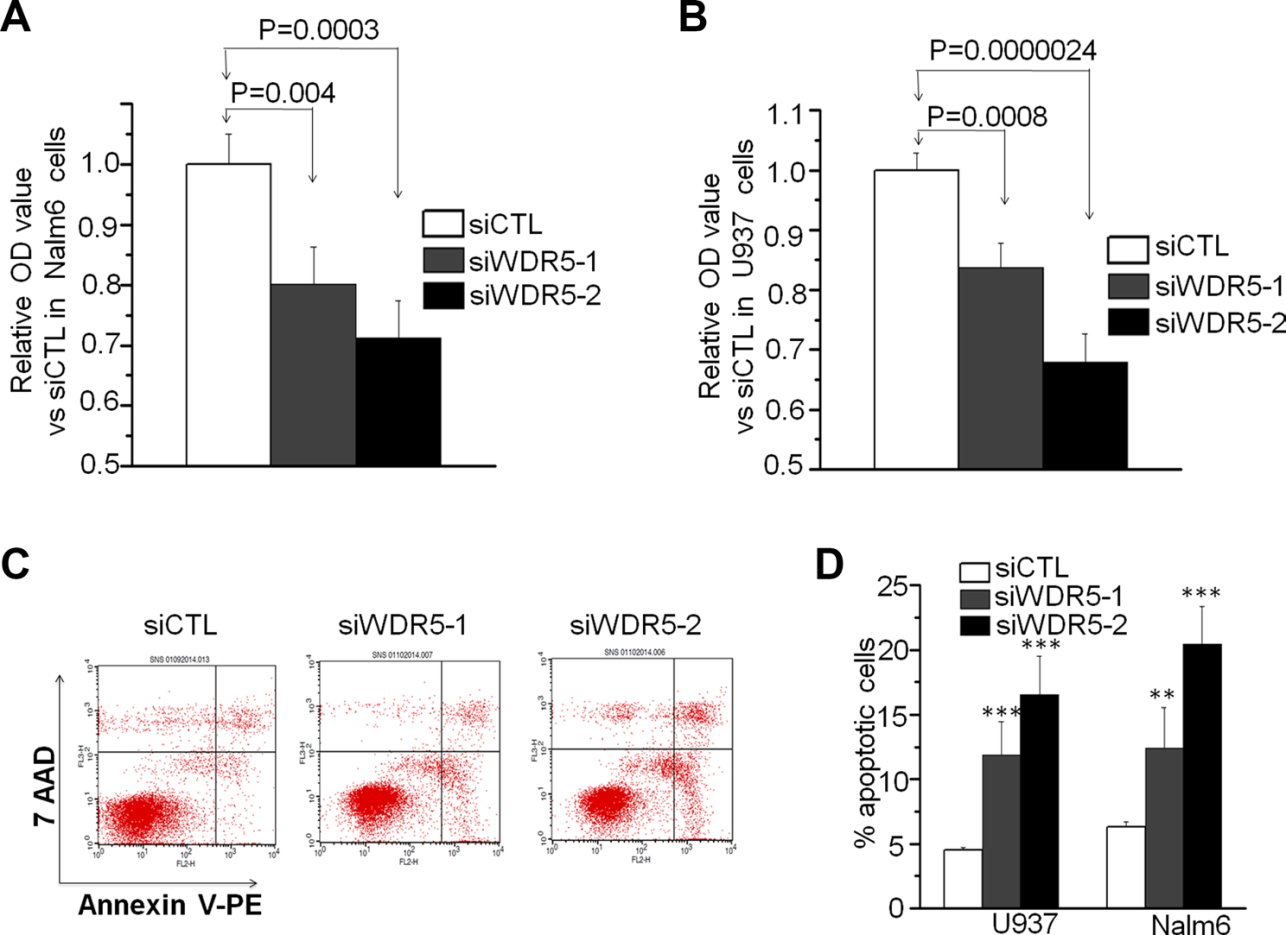
WDR5 knockdown induces proliferation arrest and cell apoptosis in ALL and AML cells (**A–B**) WDR5 knockdown induced the proliferation arrest in Nalm6 B-ALL (A) and U937 AML (B) cells. siWDR5–1=WDR5 shRNA #1, siWDR5–2=WDR5 shRNA #2; siCTL=scramble shRNA. *P* < 0.05 are considered as significant. (**C** and **D**) WDR5 knockdown increased the apoptotic cell rate in the cells. C is the representative flow data in Nalm6 cells. D is the quantitation data in Nalm6 and U937 cells. **P < 0.01; ***P < 0.0001.

### Genome-wide targeting of WDR5 in leukemia cells

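WDR5 ChIP-seq was analysed from 1 sample of RS4;11 cells and 1 sample of THP-1 cells, with no replicates. RS4;11 is a B-cell precursor ALL line and THP-1 is a monocytic AML line, and the paper describes both as MLL-rearranged. The sample labels give the THP-1 WDR5 sample the lymphoblastic type of leukemia, and the type stated in the paper was used here. According to the methods, the authors fragmented the chromatin by sonication and aligned the reads to hg19 with Eland, allowing 2 mismatches and keeping reads that aligned uniquely. They called peaks with MACS at default parameters and joined each peak to genes. The version of MACS and the use of an input control are not stated. Each line of the files pairs 1 peak with 1 transcript and states whether the peak lies up to 20 kb upstream or downstream of that transcript, in an exon or in an intron. Peaks farther than 20 kb from every transcript are not in the files analysed here, so each share of peaks is a share of the peaks near genes. The sequencing depth is unknown, because the files give no reads, tags, p-values, FDR or summits. The RS4;11 file holds 1490 lines for 703 distinct peaks, with a median width of 393 bp and a range of 194 to 857 bp. The THP-1 file holds 515 lines for 225 distinct peaks, with a median width of 422 bp and a range of 233 to 2801 bp. The distinct peaks were compared with the reference assembly GRCh37, which has the coordinates of hg19, and with the genes of GENCODE release 44 mapped to it. No peak of either file ran past the end of its chromosome. With 1 sample per cell line, intervals and tests are over peaks and not over cultures, and a difference between the lines has no replicate check.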

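The nearest protein-coding gene was taken for each WDR5 peak, by the distance from the peak center to the gene body. The 699 RS4;11 peaks on annotated chromosomes gave 656 distinct genes, and the 219 such peaks of THP-1 cells gave 211. The remaining 4 RS4;11 peaks and 6 THP-1 peaks lie on unplaced contigs without annotated genes. The peak center lay inside a protein-coding gene for 534 RS4;11 peaks (76.4%) and 157 THP-1 peaks (71.7%). Only 27 genes were found in both lines. The count depended on the definition of a target. A peak center between 2000 bp upstream and 500 bp downstream of the TSS was found for 38 genes in RS4;11 cells and 13 genes in THP-1 cells, the largest change among the alternatives. The authors' own annotation of the peaks, counted after the files had been seen, names 873 genes and 1398 transcripts in RS4;11 cells and 316 genes and 501 transcripts in THP-1 cells. Its lines, each a pair of a peak and a transcript, number 1490 and 515, the same numbers that the paper gives for target genes. No error can be given for these counts, since each line has a single sample.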

We determined the genome-wide occupancy of WDR5 and using chromatin immunoprecipitation followed by deep-sequencing (ChIP-seq) in human RS4;11 ALL and THP-1 AML leukemia cells, we identified 1490 and 515 target genes for WDR5 in RS4;11 and THP-1 cells, respectively. ChIP-seq data for WDR5 were validated by quantitative chromatin immunoprecipitation (qChIP) analysis of the high and low rank ChIP-seq peak values (data not shown).

Analysis of the distribution of WDR5 peaks in genomic regions showed that more than half of WDR5 peaks are located in intergene regions and about 5–6% of peaks are in promoter and enhancer regions (Figure 4A). 

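Each WDR5 peak was assigned by its center to the first of 5 regions that held it. The regions were the promoter (2000 bp upstream to 500 bp downstream of the TSS), the enhancer (2000 to 5000 bp upstream of the TSS), the TES region (500 bp to each side of the TES), the rest of the gene body, and intergenic sequence. Protein-coding genes with 1 TSS per gene were used, and the promoter window follows the span of the primers in Figure 6C. In RS4;11 cells, 34 of 699 peaks (4.9%, 95% Wilson interval 3.5 to 6.7) had their center in a promoter and 24 (3.4%, 2.3 to 5.1) in an enhancer. Together these regions held 58 peaks (8.3%, 6.5 to 10.6). Another 9 RS4;11 peaks (1.3%, 0.7 to 2.4) lay in a TES region, 508 (72.7%, 69.3 to 75.8) elsewhere in a gene and 124 (17.7%, 15.1 to 20.7) between genes. Of the 219 THP-1 peaks, 11 (5.0%, 2.8 to 8.8) lay in a promoter and 9 (4.1%, 2.2 to 7.6) in an enhancer, together 20 peaks (9.1%, 6.0 to 13.7). The TES region held 2 THP-1 peaks (0.9%, 0.3 to 3.3), the rest of the genes held 143 (65.3%, 58.8 to 71.3), and 54 (24.7%, 19.4 to 30.8) were intergenic. The promoter, enhancer and TES shares of the lines lay within each other's intervals. The intergenic share was lower in RS4;11 than in THP-1 cells (odds ratio 0.66, Fisher's exact test, p = 0.031), without a replicate of either sample. The p of this test rose to 0.083 with a promoter of 1000 bp to each side of the TSS and to 0.28 with all annotated genes. With the other definitions of the regions it stayed under 0.05. Because the files list only peaks within 20 kb of a transcript, intergenic peaks farther away are not counted. By the authors' own flags, 191 RS4;11 peaks (27.2%) and 76 THP-1 peaks (33.8%) lay outside every transcript. The promoter share rose the most when the TSS of every annotated transcript was used, to 11.0% in RS4;11 cells and 13.2% in THP-1 cells. From the distribution in Figure 4A, the paper concludes that the larger part of WDR5 peaks lies in intergenic regions and a small part in promoters and enhancers.

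**Figure D1:**
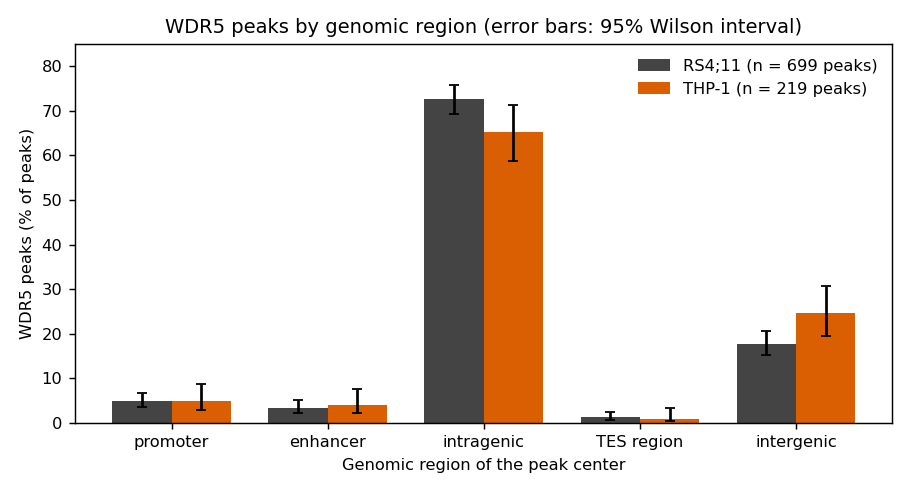
Share of WDR5 peaks (y axis, % of peaks) with their center in each genomic region (x axis) in RS4;11 cells (dark bars, 699 peaks) and THP-1 cells (orange bars, 219 peaks), with 95% Wilson intervals as error bars. The intragenic bars are the highest, at 72.7% and 65.3%, followed by the intergenic bars at 17.7% and 24.7%, and each of the other bars is at 5.0% or lower.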

We also did the analysis of GO term and pathways in the gene targets, and found the WDR5 binding genes are involved in multi-oncogenic signaling, apoptosis, transcriptional regulation, histone modification, cell proliferation and apoptosis, cell adhesion and metabolism, etc. (Supplementary Figure S1C).

**Figure 4:**
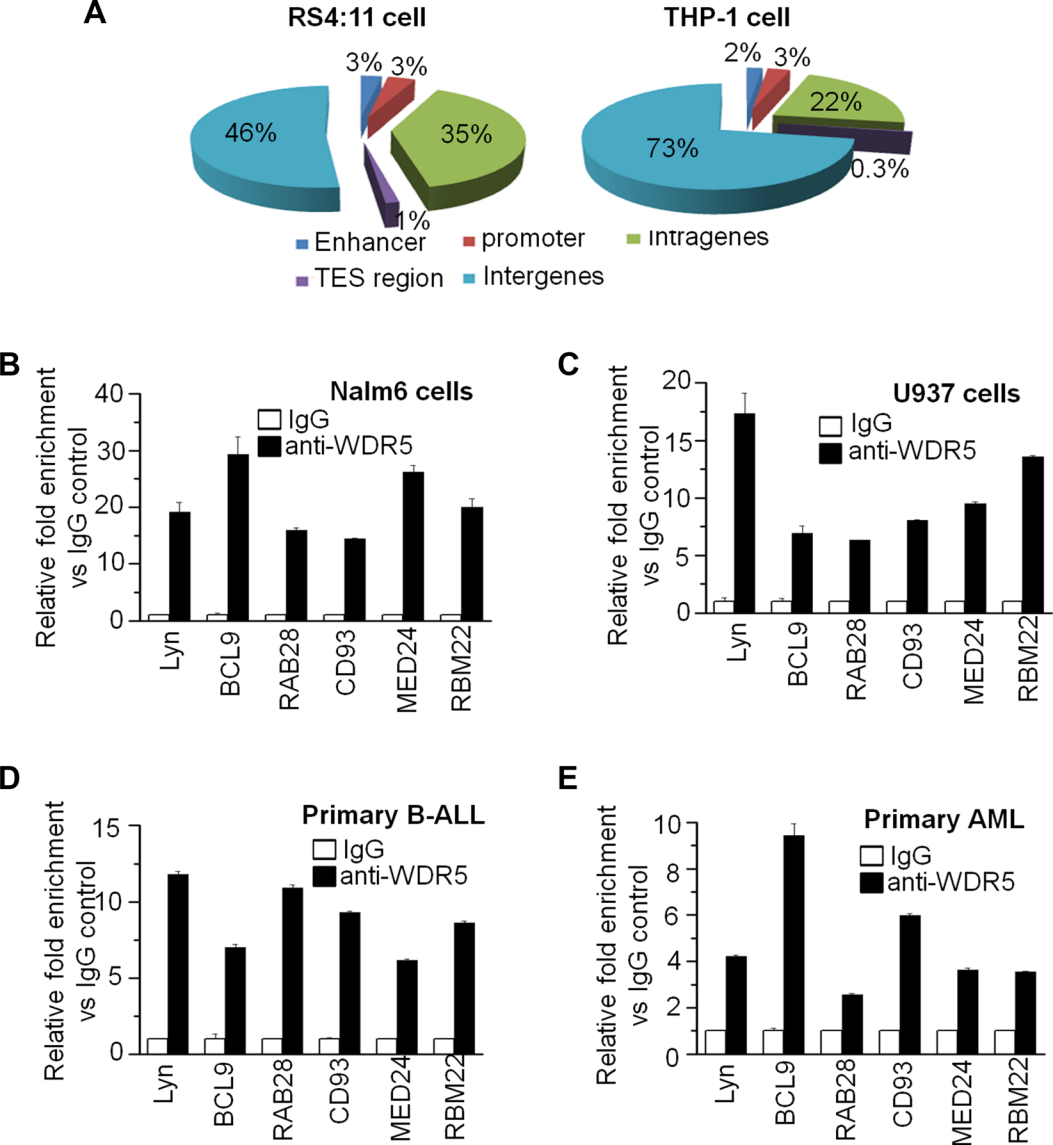
Genome-wide distribution of WDR5 and Gene Ontology (GO) analysis (**A**) Percentages of peaks that bind sites in each location are given. (**B–E)** qChIP data showed that WDR5 binds to the promoter region of its targets identified by ChIP-seq in leukemic cell lines-Nalm6 (B) and U937 cells (C) as well as primary B-ALL (D) and AML (E).

We further observed WDR5 binding on its targets in ALL and AML cell lines by qChIP. WDR5 significantly binds to promoter region of Tyrosine-protein kinase Lyn (Lyn), B-cell CLL/lymphoma 9 (BCL9), Ras-related protein Rab-28 (RAb28), Cluster of Differentiation 93 (CD93), Mediater complex subunit 24 (MED24) and RBM22 in Nalm6 B-ALL cells (Figure 4B) and U937 AML cells (Figure 4C). Importantly, WDR5 also significantly binds to these target genes in primary B-ALL (Figure 4D) and AML (Figure 4E) cells.

### Global association of WDR5 peaks and H3K4me3 peaks in leukemia cells

It is reported that the inhibitors blocking WDR5-MLL1 interaction affects the global H3K4me3 level in leukemic cells [31, 32], however it has no report about global correlation of WDR5 binding with H3K4me3 binding targets. To provide insights into the epigenetic mechanisms that determine expression of WDR5 target genes in the cells, we identified the H3K4me3 binding profiling in RS4;11 and THP-1 cells by ChIP-seq. 

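H3K4me3 ChIP-seq was analysed from 1 sample of RS4;11 cells and 1 sample of THP-1 cells, without replicates. H3K4me3, trimethylated lysine 4 of histone H3, is a mark of active promoters. The labels give the RS4;11 H3K4me3 sample the myeloid type of leukemia, and the type in the paper, ALL, was used. For this mark the authors fragmented the chromatin with micrococcal nuclease in place of sonication. Alignment and peak calling were as for WDR5, and the files have the same layout, with a line for each pair of a peak and a transcript within 20 kb. Their depth is unknown for the same reason. The RS4;11 file lists 65514 lines for 24212 distinct peaks, with a median width of 1391 bp (range 171 to 4478 bp). The THP-1 file lists 70371 lines for 26523 distinct peaks, with a median width of 1241 bp (range 203 to 4446 bp). Of these, 28 RS4;11 peaks and 20 THP-1 peaks lie on sequences absent from the reference used here and were left out of comparisons that need it. A further 9 and 15 peaks lie on unplaced contigs without annotated genes and were left out of the shares by region.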

The distribution of H3K4me3 peaks in genomic regions is showed on Supplementary Figure S2. 

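The H3K4me3 peaks were assigned to regions in the same way as the WDR5 peaks, over 24175 peaks in RS4;11 cells and 26488 in THP-1 cells. Promoters held 5690 RS4;11 peaks (23.5%, 95% Wilson interval 23.0 to 24.1) and 6562 THP-1 peaks (24.8%, 24.3 to 25.3). Enhancers held 3.1% (2.9 to 3.4) and 3.4% (3.2 to 3.7), and TES regions 1.1% (1.0 to 1.2) and 0.9% (0.8 to 1.0). The remaining parts of genes held 57.8% (57.1 to 58.4) of the peaks in RS4;11 cells and 55.6% (55.0 to 56.2) in THP-1 cells, and 14.5% (14.0 to 14.9) and 15.3% (14.9 to 15.7) were intergenic. These intervals are narrow because of the number of peaks, and they do not include variation between cultures. The promoter share of WDR5 peaks was below that of H3K4me3 peaks in RS4;11 cells (4.9% against 23.5%, odds ratio 0.17, Fisher's exact test, p = 1.8e-40). THP-1 cells gave 5.0% against 24.8% (odds ratio 0.16, Fisher's exact test, p = 1.3e-14). With the TSS of every annotated transcript in place of 1 TSS per gene, the promoter share of H3K4me3 peaks changed the most, to 41.1% in RS4;11 and 42.8% in THP-1 cells.

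**Figure D2:**
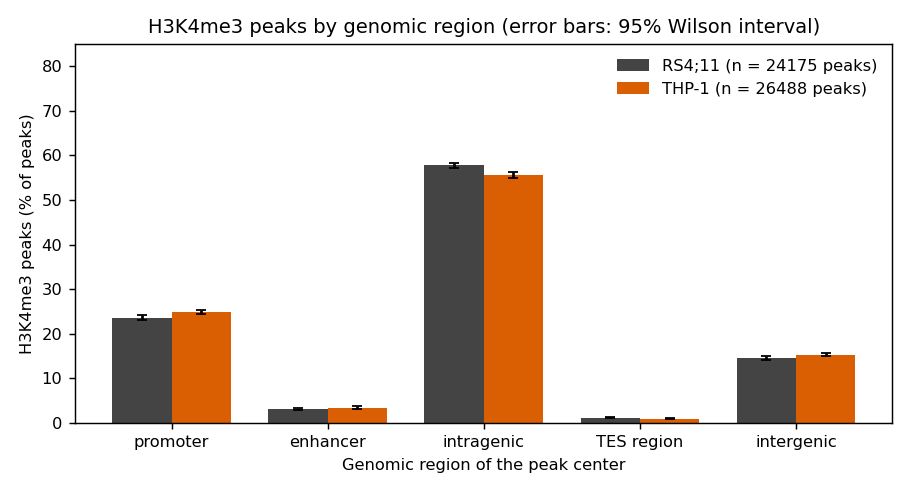
Share of H3K4me3 peaks (y axis, % of peaks) with their center in each genomic region (x axis) in RS4;11 cells (dark bars, 24175 peaks) and THP-1 cells (orange bars, 26488 peaks), with 95% Wilson intervals as error bars. Promoters hold 23.5% and 24.8% of the peaks, and the 2 lines differ by little in every region.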

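In RS4;11 cells, 58 of the 703 WDR5 peaks (8.3%, 95% Wilson interval 6.4 to 10.5) overlapped an H3K4me3 peak of the same cells by at least 1 bp. For comparison, peaks of the same widths were placed at random on the same chromosomes outside assembly gaps. Over 100000 draws, 13.1 of the 703 random peaks (1.9%) overlapped on average, and 32 at most. The observed number was 4.43 times the mean of the draws (permutation test, p = 1.0e-05, the smallest that the draws can give). In THP-1 cells, 27 of the 225 WDR5 peaks (12.0%, 8.4 to 16.9) overlapped an H3K4me3 peak, against 4.6 (2.0%) on average and 16 at most in the draws. This was 5.86 times the mean (permutation test, p = 1.0e-05, again the smallest possible). The difference between the overlapping shares of the lines was not past the threshold of 0.05 with these numbers of peaks (odds ratio 0.66, Fisher's exact test, p = 0.11). The ratios fell the most with random positions at the same distances from randomly drawn TSSs of protein-coding genes, a setting added after the data had been seen. They were then 1.37 in RS4;11 cells (58 of 699 peaks against 42.5 drawn, permutation test, p = 0.007) and 1.63 in THP-1 cells (25 of 219 peaks against 15.3 drawn, permutation test, p = 0.0057). From the distribution of H3K4me3 peaks relative to WDR5 peaks in Figure 5A, the paper concludes that WDR5 peaks are enriched with H3K4me3 peaks.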

We also analyzed the distribution of H3K4me3 peaks relative to WDR5 peaks and found that WDR5 peaks are enriched with the presence of H3K4me3 peaks (Figure 5A). We further observed the obvious reduction of H3K4me3 level in both Nalm6 and U937 cells upon WDR5 knockdown compared to that in scramble shRNA control (Figure 5B). These data indicated that WDR5 not only associates with H3K4me3 but also affects H3K4me3 generation in the cells. 

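The peaks at the 6 targets named in the paper were taken from the files, with the TSS at the 5′ end of each gene and a promoter window from 2000 bp upstream to 500 bp downstream of it. Here a peak counted when any part of it lay in the window, and not by its center as in the shares by region. Coordinates are those of hg19. In RS4;11 cells, WDR5 and H3K4me3 peaks were both found in the promoter window of BCL9, RAB28, CD93 and RBM22, and also of PIGK. At BCL9 (chromosome 1, 147013271 to 147098017, plus strand), the WDR5 peak from 147011424 to 147011792 was centered 1663 bp upstream of the TSS, outside the gene. It ended 412 bp from the H3K4me3 peak at 147012204 to 147015004 without overlapping it. At RAB28 (chromosome 4, 13362978 to 13485989, minus strand), the WDR5 peak from 13485248 to 13485542 lay in an intron, centered 594 bp downstream of the TSS, inside the H3K4me3 peak from 13484494 to 13487203. This WDR5 peak reached into the promoter window by its edge only, and RAB28 would not count by the peak center. At CD93 (chromosome 20, 23059997 to 23066961, minus strand), the WDR5 peak from 23066747 to 23067170 covered the TSS and part of exon 1 with its untranslated and coding sequence. Its center was 3 bp from the TSS, and it lay inside the H3K4me3 peak from 23065492 to 23068194. At RBM22 (chromosome 5, 150070354 to 150080639, minus strand), the WDR5 peak from 150080270 to 150080705 covered the TSS and exon 1, with its center 152 bp downstream of the TSS, inside the H3K4me3 peak from 150079034 to 150081659. At MED24 (chromosome 17, 38175350 to 38217468, minus strand), the RS4;11 WDR5 peak from 38210425 to 38210761 was centered 6875 bp downstream of the 5′ end of the gene. It lay inside the H3K4me3 peak from 38209627 to 38211595 and overlapped exon 1 of 10 of the 16 protein-coding transcripts. With the TSS of every annotated transcript, a setting not planned beforehand, MED24 had both kinds of peak in a promoter window. LYN (chromosome 8, 56792394 to 56926728, plus strand) had an H3K4me3 peak over its TSS in RS4;11 cells, from 56791110 to 56794956, and no WDR5 peak in the file. In THP-1 cells, no WDR5 peak lay in the promoter window of these genes. The only THP-1 WDR5 peak listed near them, from 56788712 to 56789120, was centered 3478 bp upstream of the TSS of LYN and 2413 bp from the nearest H3K4me3 peak. H3K4me3 peaks were found in the promoter window of LYN, RAB28, MED24 and RBM22 in THP-1 cells. Over these 6 genes and PIGK, which has qChIP primers in Supplementary Table S4, both kinds of peak were present in 5 of 14 pairs of a gene and a line. Counting peaks anywhere in the gene or within 5000 bp of it raised this to 7 of 14, the largest change. No test was made on these few pairs, and there are no replicates. The paper reports a lower H3K4me3 level after WDR5 knockdown in Nalm6 and U937 cells. It then shows both kinds of peak at the promoters of its targets, and reasons that WDR5 is essential for H3K4 methylation there. The paper later reports, by qChIP, less H3K4me3 at the Lyn and BCL9 promoters after WDR5 knockdown in Nalm6, U937, RS4;11 and THP-1 cells.

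**Figure D3:**
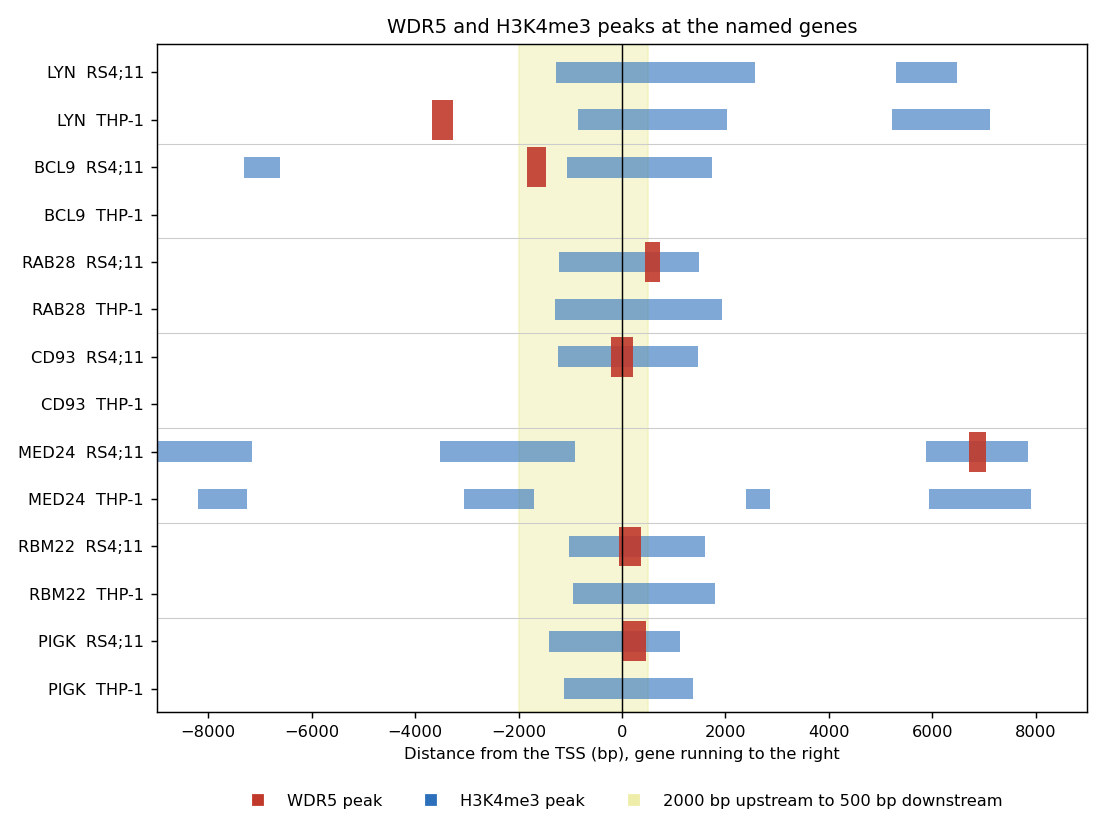
Position of WDR5 peaks (red) and H3K4me3 peaks (blue) in RS4;11 and THP-1 cells at 7 genes, 1 row per gene and cell line, against the distance from the TSS in bp (x axis), with every gene running to the right. The shaded band is the promoter window, which holds red and blue bars together only in rows of RS4;11 cells.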

We also observed that WDR5 and H3K4me3 peaks are simultaneously presented in the promoter region of WDR5 targets using genome browser (Supplementary Figure S3). These data indicate that WDR5 is essential for the H3K4 methylation on the promoter of its targets. Then, we further observed the enrichment of H3K4me3 in the promoter region of WDR5 targets and found that H3K4me3 is dramatically enriched in the promoter region of Lyn, BCL9, RAB28, CD93, MED24, and RBM22 in Nalm6 (Figure 5C) and U937 (Figure 5D) cells as well as primary B-ALL (Figure 5E) and AML (Figure 5F) cells.

**Figure 5:**
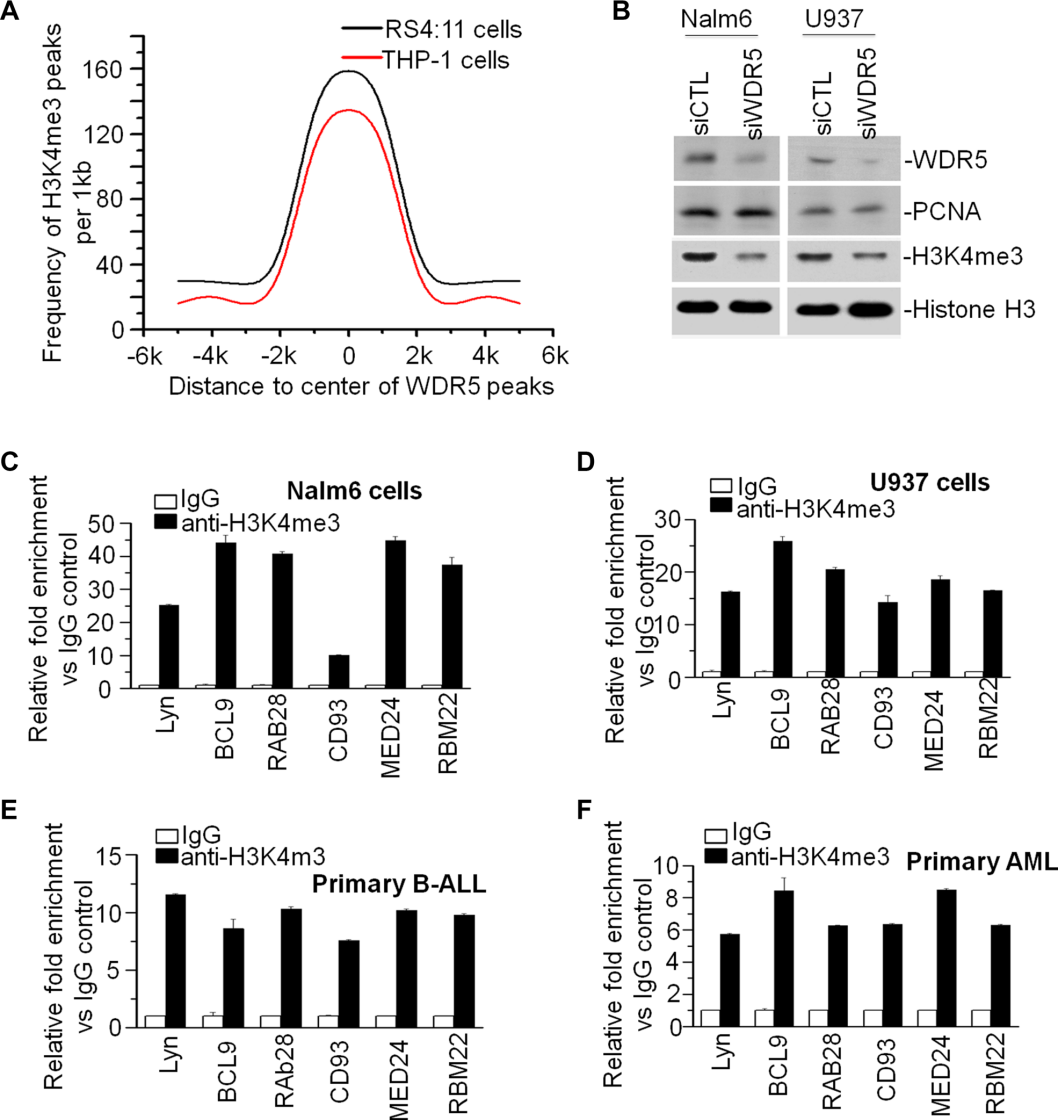
WDR5 associates with MLL in leukemia cells and global accumulation of H3K4me3 around the WDR5 binding peaks (**A**) Distribution of H3K4me3 peaks relative to the center of WDR5 peak in RS4;11 and THP-1 cells. Graphed is the frequency of H3K4me3 in all WDR5 peaks, over a 1 kb span. (**B**) Effect of WDR5 knockdown on H3K4me3 level. (**C–F**) H3K4me3 enrichment in the promoter region of WDR5 targets in cell lines, Nalm6 (C) and U937 (D) cells, and primary B-ALL (E) and AML (F) cells.

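The H3K4me3 density was computed with the equation in the methods, as the number of H3K4me3 peak centers in each interval of distance from the WDR5 peak centers, per kb of distance and per 100 WDR5 peaks. It was 25.6 in RS4;11 cells from 0 to 50 bp, 11.4 from 50 to 100 bp, 10.0 from 100 to 200 bp and 9.0 from 200 to 500 bp. It fell to 4.3 from 500 to 1000 bp, 4.0 from 1000 to 2000 bp and 2.1 from 2000 to 3000 bp, and was 3.1 in both intervals from 3000 to 5000 bp. At random positions on the same chromosomes it was between 1.7 and 1.9 at every distance. In THP-1 cells the density was 97.8 from 0 to 50 bp, 26.7 from 50 to 100 bp, 4.4 from 100 to 200 bp, 10.4 from 200 to 500 bp and 7.1 from 500 to 1000 bp. It was 3.6, 4.4, 4.4 and 5.8 in the intervals of 1 kb from 1000 to 5000 bp, against 1.8 to 2.1 at random positions. The innermost values rest on 9 H3K4me3 centers in RS4;11 cells and 11 in THP-1 cells. Over the whole distance up to 1 kb, 54 centers in RS4;11 cells gave a density of 7.7, against 1.8 in 100000 random draws, a ratio of 4.24 (permutation test, p = 1.0e-05, the smallest that the draws can give). In THP-1 cells, 30 centers gave 13.3 against 2.0, a ratio of 6.56 (permutation test, p = 1.0e-05, likewise the smallest). Leaving out WDR5 peaks in promoters of protein-coding genes lowered the density to 5.1 and 10.7. The ratio moved the most with random positions at the same distances from TSSs of protein-coding genes, a comparison added after the data had been seen, to 1.46 in RS4;11 cells (permutation test, p = 0.0021) and 1.98 in THP-1 cells (permutation test, p = 1.8e-04). From the higher density near the peak centers, the paper concludes that H3K4me3 accumulates globally around WDR5 binding peaks.

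**Figure D4:**
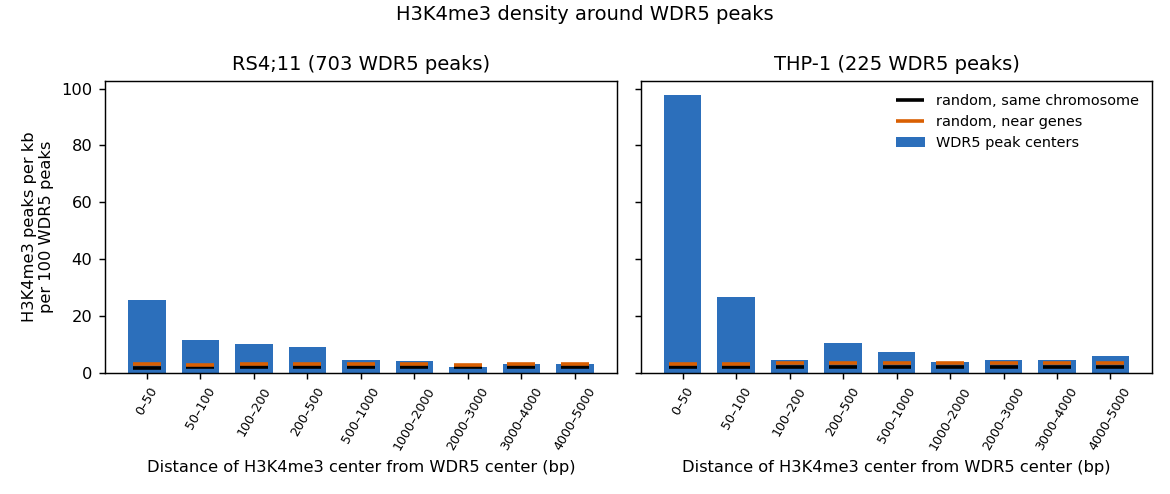
H3K4me3 density (y axis, H3K4me3 peak centers per kb per 100 WDR5 peaks) in 9 intervals of distance from the WDR5 peak centers (x axis, bp) in RS4;11 cells (left, 703 WDR5 peaks) and THP-1 cells (right, 225 WDR5 peaks). Blue bars are the observed density, black lines random positions on the same chromosome and orange lines random positions near genes. The bars are highest from 0 to 50 bp, at 25.6 and 97.8. Beyond 1000 bp they lie between 2.1 and 4.0 in RS4;11 cells, near the orange line, and between 3.6 and 5.8 in THP-1 cells, above both lines.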

### WDR5 controls the expression of its targets

We analyzed the correlation of *WDR5* expression with that of its targets in the cohort study of ALL and AML patients, and observed a positive correlation of *WDR5* expression with that of Lyn (Supplementary Figure S4A and S4B), MED24 (Supplementary Figure S4C and S4D), RBM22 (Supplementary Figure S4E and S4F), which are important for oncogenesis and apoptosis. To further assess the effect of WDR5 on expression of the target genes, Nalm6 and U937 cells were expressed with WDR5 shRNA or control scramble shRNA. Reduced WDR5 expression resulted in reduced transcription of WDR5 target genes—Lyn, BCL-9, RAB28, CD93, MED24 and RBM22 (Figure 6A and 6B). Reduced expression of Lyn and BCL9 was also observed in the WDR5 knockdown RS4;11 and THP-1 cells (Supplementary Figure S5A and S5B). Moreover, WDR5 knockdown obviously reduced the WDR5 binding to the promoter of its targets, Lyn, BCL9 and RBM22 (Supplementary Figure S6). This data indicate that WDR5 is responsible for transcription of these genes and suggest that WDR5 promotes leukemia via transcriptional activation of genes.

**Figure 6:**
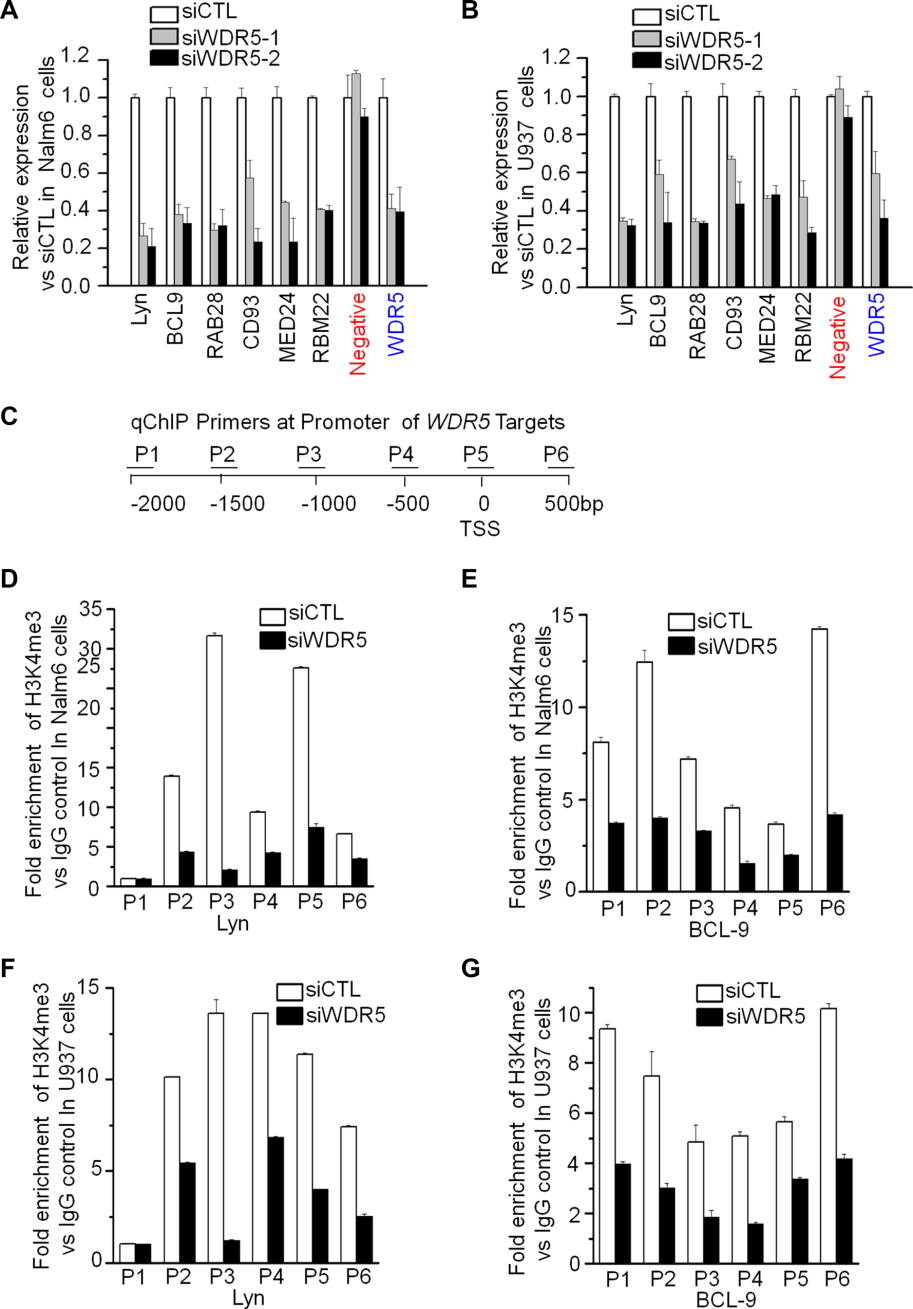
WDR knockdown suppresses the expression of its targets and H3K4me3 binding to the promoter of its targets (**A–B**) The expression of WDR5 targets inn Nalm6 (A) and U937 (B) cells treated with siWDR5. Cells treated with siWDR-1 or −2 shRNA and scramble shRNA (siCTL) for two days, total RNA was isolated for gene expression by qPCR. (**C**) Location of the primers for PCR of promoter of Lyn and BCL9. (**D–F**) H3K4me3 binding on Lyn and BCL9 in Nalm6 (D, E) and U937 (**F**, **G**) cells. Cells treated with siWDR shRNA and siCTL for two days, qChIP assay was performed for the binding with anti-H3K4me3 antibody.

### WDR5 is essential for H3K4me3 enrichment in the promoter of its targets

We further analyzed the WDR5 dependence of H3K4me3 enrichment in the promoter of its targets. WDR5 was knocked-down by shRNA in Nalm6 and U937 cells. The enrichment of H3K4me3 in the promoter region of Lyn and BCL9 was determined by qChIP. Figure 6C showed the location of the primers that we used for PCR of the genes in the ChIP'd DNAs. WDR5 knockdown blocks the H3K4me3 enrichment in the promoter region of WDR5 targets –Lyn and BCL9 (Figure 6D–6G). Similar results are observed in MLL-rearranged RS4;11 and THP-1 cells (Supplementary Figure S5C and S5D). These data indicate that WDR5 is essential for histone 3 lysine 4 methylation in the promoter region of its targets, and also suggest that WDR5 activates gene expression via increasing H3K4me3 levels of the genes.

## DISCUSSION

There is no report about WDR5 expression and its correlation with clinical features in leukemia.

Our data first showed the WDR5 high expression particularly the WDR5^high^+MLL1^high^ expression in leukemia patients and their correlations with high-risk ALL and AML leukemia; and revealed the oncogenic effects of high *WDR5* expression in acute leukemia by activation of its oncogenic targets via epigenomic regulation, as shown on a model of Supplementary Figure S7.

### Oncogenic effect of WDR5 high expression

The crystal structural analysis suggests that WDR5 has many exposed surfaces which make it a perfect adaptor to interact with other proteins. It has been shown that WDR5 prefers to bind dimethylated histone H3Lys4 peptide [25]. We observed the co-localization of WDR5 binding with H3K4me3 globally. 

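The overlap of WDR5 and H3K4me3 peaks was also counted by the region of the WDR5 peak center. No random positions were drawn within a region, so the shares by region have no baseline and do not test co-localization. H3K4me3 is a mark of active promoters, so other positions in promoters could also overlap it often. Among WDR5 peaks in promoters, 22 of 34 in RS4;11 cells (64.7%, 95% Wilson interval 47.9 to 78.5) and 7 of 11 in THP-1 cells (63.6%, 35.4 to 84.8) overlapped an H3K4me3 peak of the same line. Among intragenic WDR5 peaks, 24 of 508 (4.7%, 3.2 to 6.9) and 8 of 143 (5.6%, 2.9 to 10.7) did so. Among intergenic peaks it was 9 of 124 in RS4;11 cells (7.3%, 3.9 to 13.2) and 10 of 54 in THP-1 cells (18.5%, 10.4 to 30.8). In enhancers 1 of 24 RS4;11 peaks and 0 of 9 THP-1 peaks overlapped, and in TES regions 2 of 9 and 0 of 2, numbers too small for a narrow interval. Over these regions, 58 of 699 WDR5 peaks overlapped in RS4;11 cells and 25 of 219 in THP-1 cells. With the peaks on unplaced contigs, which belong to no region, it was 58 of 703 and 27 of 225. Counting an H3K4me3 peak within 1 kb of the WDR5 peak as well changed the numbers over all peaks the most, to 80 peaks (11.4%, 9.2 to 13.9) and 38 peaks (16.9%, 12.6 to 22.3). The paper takes the accumulation of H3K4me3 around WDR5 peaks in both lines as evidence that they co-localize globally.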

WDR5 knockdown results in the cell proliferation arrest and apoptosis in leukemic cells, and induces suppression of expression of its targets and loss of H3K4me3 enrichment in the promoter region of the targets. Clinical cohort data also showed that *WDR5* expression is positively correlated with the oncogene Lyn, RAB28 (data not shown), and anti-apoptotic factor BCL9. These data reveal that WDR5 may have an oncogenic effect in leukemia.

Moreover, WDR5 functions as a common subunit of all six mammalian histone H3Lys4 methyltransferases [37, 38]. MLL1 protein also interacts with WDR5 by Win motif next to the SET domain [29, 30]. We also found that WDR5 is associated with MLL1 in the leukemia cells. WDR5 knockdown induces the reduction of H3K4me3 level. Clinical data showed that ALL and AML patients with *WDR5*^high^*MLL*^high^ have high-risk leukemia or are in high-risk status. These data indicate that WDR5 could exert its oncogenic effect mainly by recruitment of MLL1 to increase H3K4me3 levels in the promoter region of its targets. This would further result in the activation of oncogenic signaling, even in *MLL* rearrangement patients, although it is also reported that WDR5 itself is central for complex assembly and catalyzing H3K4 trimethylation activity [26–28].

### A novel oncogenic mechanism in ALL and AML with MLL rearrangement

MLL rearrangement occurs in approximately 10% of human acute leukemia, and are present in > 70% of infant ALL cases, 35–50% of infant AML cases and secondary or therapy-related leukemia [3, 9]. In the most common MLL1 rearrangements, the MLL1 allele is truncated and fused in frame with over 70 partners to produce oncogenic MLL1 fusion proteins (e.g., MLL-AF9, MLL-ENL) [10–12]. Previous work has shown that some MLL1 fusion proteins, especially those forming the EAP complex [13], are recruited to Hoxa9 and directly stimulate transcription elongation by recruiting cofactor complexes such as PAF1C [14, 15], DOT1L [16–18], and pTEFb/BRD4 [19]. 

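The files list 24212 distinct H3K4me3 peaks for RS4;11 cells and 26523 for THP-1 cells. Of the THP-1 peaks on the reference sequences, 13742 of 26503 (51.9%, 95% Wilson interval 51.2 to 52.5) overlapped an RS4;11 H3K4me3 peak by at least 1 bp, and 13514 of 24184 RS4;11 peaks (55.9%) overlapped a THP-1 peak. Requiring the overlap to cover at least 50% of the smaller peak left 13634 THP-1 peaks (51.4%), a change of the size of the interval. The 703 WDR5 peaks of RS4;11 cells and the 225 of THP-1 cells are few beside these numbers. An H3K4me3 peak was overlapped by 58 WDR5 peaks in RS4;11 cells (8.3%) and by 27 in THP-1 cells (12.0%). This was more than in any of 100000 random draws on the same chromosome, whose largest numbers were 32 and 16. Random positions at the same distances from TSSs, added after the data had been seen, gave ratios of only 1.37 and 1.63 (permutation tests, p = 0.007 and p = 0.0057). The largest of these draws, 68 and 32, passed the observed 58 of 699 and 25 of 219 peaks. From its WDR5 and H3K4me3 peaks, the paper concludes that WDR5 co-localizes with H3K4me3 in cells with an MLL1 rearrangement.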

We observed many H3K4me3 binding sites in the MLL1 rearrangement cell lines, and also showed that *WDR5* globally co-localizes with H3K4me3. WDR5 knockdown results in a significant decrease of H3K4me3 enrichment in the promoter region of its targets in both the cells without MLL rearrangement (Nalm6 and U937 cells) as well as that with MLl1 rearrangement (RS4;11 and THP-1 cells). We also observed that *WDR5* is highly expressed in acute ALL and AML, and high expression of both *WDR5* and *MLL* are correlated with high risk-ALL and -AML. Our findings revealed that high expression of WDR5, a key member of the MLL complex, is the novel mechanism responsible for oncogenesis in ALL and AML by increasing Histone H3 Lys4 methylation on its oncogenic gene targets in patients with or without MLL rearrangement. High expression of*WDR5* results in the enrichment of H3K4me3 in the promoter region of its targets by increasing recruitment of MLL1 methyltransferase. In cells with MLL1 rearrangement, high expression of *WDR5* induces the enrichment of H3K4me3 on its targets by recruiting more wild type MLL1 and through the methyltransferase activity of WDR5 itself.

### WDR5 targets responsible for its oncogenic effect

It is reported that WDR5 drives the expression of protumorigenic gene-MDM2 with c-MYC in neuroblastoma [35]; WDR5 high expression promotes proliferation, self-renewal and chemoresistance in bladder cancer via mediating H3K4 trimethylation on cell cycle genes such as CCNA, CCNB1, CCND1, CCNE1 etc. [36]; Also it has reports that blocking of MLL-WDR5 interaction and MLL1 knockdown induced the suppression of c-MYC and BCL-2 in leukemia cells [27]; and loss of WDR5 increases expression of G-CSF, ccl9, etc., and restores granulocytic differentiation potential in C/EBPa p30-expressing AML cells [32]. However, it has no report about the WDR5 global binding gene targets in leukemia cells. Here, we identified around 2000 WDR5 binding genes, and GO term analysis showed that these genes are involved in biological functions such as transcriptional regulation, chromatin remodeling, multi-oncogenic pathways, apoptosis regulation, metabolism, cell adhesion, and etc.

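Taken over both lines, the nearest protein-coding genes of the WDR5 peaks numbered 840, of which 27 were found in both. With all annotated genes the number was 858, and with genes that held the peak center in their body or up to 5 kb upstream it was 740. The narrowest definition, a peak center from 2000 bp upstream to 500 bp downstream of the TSS, gave 51 genes, none of them in both lines. The authors' own annotation of the peaks, counted after the files had been seen, names 1150 genes in either line and 39 in both. It lists 1840 transcripts in either line and 59 in both, in 2005 pairs of a peak and a transcript. The GO terms were not analysed here, as the reference files hold no GO annotation.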

Lyn, a gene target of WDR5, is a tyrosine kinase belonging to the Src family kinases (SFKs) and plays a crucial role in the onset and progression of CLL [39–42]. It has been reported that the existence of a TK network composed of the tyrosine AXL, Lyn and SYK, promotes cell resistance to nilotinib treatment and drives Bcr–Abl-independent CML cell proliferation. The up-regulation of Lyn and other TKs is observed in TKI-resistant CML cells [34, 43] and high Lyn expression in leukemia [41, 44]. Lyn plays a critical role in oncogenesis of AML [45]. Lyn is also responsible for anti-apoptosis in the cancer cells [46]. We observed the positive correlation of *WDR5* expression with Lyn in the cohort study of ALL and AML patients, and also *WDR5* high expression significantly appeared in Ph(+) patients. *WDR5* knockdown induced the down-regulation of Lyn, indicating *WDR5*-mediated transcriptional activation of Lyn may play important roles in oncogenesis as a downstream target of *WDR5* high expression in acute ALL and AML.

Other WDR5 targets, such as BCL9, the anti-apoptosis BCL-2 family member, is a proto-oncogene previously characterized as co-activator of Wnt/ß-catenin signaling, for mammary tumorigenesis in mice and humans [47]. WDR5 target RAB28, member of the Ras oncogene family, is reported to be differentially expressed in swine melanoma [48]. Another WDR5 target, MED24 is a component of the mediator complex, a transcriptional coactivator complex requires for the expression of almost all genes. It is reported that MED24 is overexpressed in breast cancer cells [49]. *WDR5* target RBM22 is an RNA binding protein that may play a role in cell division and may be involved in pre-mRNA splicing. We found that *WDR5* expression is positively correlated with expression of BCL9, MED24 and RAB28 in the cohort study of ALL and AML patients. Notably, WDR5 knockdown dramatically suppress expression of these targets in the leukemia cells. These data revealed that high expression of *WDR5* is critical for transcriptional activation of these targets, which may be further responsible for the onset of oncogenesis and cell proliferation in leukemia. Moreover, WDR5 is reported to be involved in cell differentiation and reprogram of stem cells [57]; we did observe some WDR5 targets involving cell differentiation, therefore the effect of WDR5 knockdown on differentiation of the ALL and AML cells will be further clarified.

In summary, we identified that *WDR5* is highly expressed in adult ALL and AML, and showed its correlation with high-risk leukemia. We also identified the WDR5 binding profile in leukemia cells and found WDR5 bindings globally co-localized with H3K4me3 in leukemia cells. 

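The overlap was compared with random positions chosen in different ways. Within 100 kb of each WDR5 peak center, 21.9 random positions (3.1%) overlapped an H3K4me3 peak on average in RS4;11 cells, against 58 observed, a ratio of 2.65. The same comparison in THP-1 cells gave 7.1 (3.1%) against 27, a ratio of 3.81. Within 20 kb of protein-coding genes, a comparison added after the files had been seen, the draws gave 20.9 (3.0%) in RS4;11 cells and 7.3 (3.2%) in THP-1 cells, ratios of 2.78 and 3.70. In both comparisons none of 100000 draws reached the observed number (permutation tests, p = 1.0e-05, the smallest that the draws can give). An overlap of at least 50% of the WDR5 peak was found for 51 RS4;11 peaks (7.3%, 95% Wilson interval 5.6 to 9.4) and 23 THP-1 peaks (10.2%, 6.9 to 14.9), which were 4.79 and 6.52 times the random means. The lowest ratios came from random positions at the same distances from TSSs of protein-coding genes, also added after the files had been seen. These draws gave 42.5 (6.1%) in RS4;11 cells and 15.3 (7.0%) in THP-1 cells over the peaks on annotated chromosomes, ratios of 1.37 (permutation test, p = 0.007) and 1.63 (permutation test, p = 0.0057). The paper concludes from its ChIP-seq data that WDR5 binding and H3K4me3 are co-localized over the genome of these leukemia cells.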

Our finding revealed the WDR5 knockdown results in the proliferation arrest and apoptosis of leukemia cells, and also decreased the expression of its targets through loss of H3K4me3. Our data reveal that WDR5 has oncogenic effects and WDR5-mediated H3K4 methylation may play an important role in leukemogenesis.

## MATERIALS AND METHODS

### Patients and samples

The 151 patients' BM samples [90 male, 61 female; median age 32 (14–77) years old] with AML (91 patients) and ALL (40 B-ALL, 20 T-ALL), and the 30 volunteers' BM samples for control were collected between June 2008 and June 2014 at the First Affiliated Hospital of Nanjing Medical University. The ALL and AML diagnosis was made according to the cytogenetic, morphologic, Immunophenotypic and molecular criteria of WHO Diagnosis and Classification of ALL (2008). The written informed consent was provided by all patients and volunteers in accordance with the Declaration of Helsinki before enrollment in the study. The cohort study was also approved by the Institutional Review Board of the Nanjing Medical University. Cytogenetic and molecular analyses as previously reported.

### Cytogenetic and molecular analyses

Conventional cytogenetic analysis was performed at the time of diagnosis by using unstimulated short-term cultures according to the recommendations of the International System for Human Cytogenetic Nomenclature (ISCN). At least 20 BM metaphase cells were analyzed for each sample.

The flow cytometry was performed to do immunophenotypic analyses on fresh pretreatment BM samples. The cell-surface antigen was defined as positive when fluorescence intensity of at least 20% of cells exceeded fluorescence of negative control as previously described [45, 46].

Risk status in AML patients was classified by cytogenetics and molecular abnormalities with National Comprehensive Cancer Network (NCCN) Guideline Version1–2015. Favorable-risk: inv(16) or t(16;16); t(8;21); t(15;17); normal cytogenetics with NPM1 mutation or isolated CEBPA mutation in the absence of FLT3. Intermediate-risk: Normal cytogenetics; +8; t(9;11); Other non-defined; t(8;21), inv (16), t(16;16) with c-KIT mutation. Poor-risk: Complex (3 abnormal clones); −5, 5q−, −7, 7q−; 11q23 - non t(9;11); inv(3), t(3;3); t(6;9); t(9;22); Normal cytogenetics with FLT3-ITD mutation.

### Cell culture, reagents, plasmid construction, retroviral gene transfer

RS4;11, U937, THP-1 and Nalm6 cells were obtained from American Type Culture Collection (ATCC, Manassas, VA) and cultured in RPMI 1640 medium (Cellgro) supplemented with 10% fetal bovine serum (Hyclone). Cells were incubated at 37°C in a humidified atmosphere of 5% CO_2_.

Primary leukemia cells were obtained from the Anonymous patient with B-ALL and AML at First Affiliated Hospital of Nanjing Medical University, in compliance with Institutional Review Board regulations.

### ChIP-seq assay

ChIP-seq assays for WDR5 and H3K4me3 in leukemia cells were performed as previously reported [50–53] and as described for qChIP assay. For ChIP-seq library, cells were cross-linked for 10 min in PBS containing 1% formaldehyde and reaction was stopped by adding glycine. Cell pellets were flash frozen and stored at −80°C. Chromatin was fragmented using the Bioruptor sonicator (Diagenode) for 30 min (30s pulses, 30s pauses in between) (for WDR5) or using Micrococcal nuclease (for H3K4me3) to produce fragments ~400 bp in size. ChIP assays were performed by incubation of the chromatin with anti-WDR5 antibodies (ab56919) or H3K4me3 antibody (ab8580), which was pre-coated onto Goat-anti-rabbit IgG Dyneabeads (Invitrogen). Following overnight incubation at 4°C, protein/DNA complexes were extensively washed and eluted. The ChIPed DNA was de-crosslinked, digested with proteinase K, extracted with phenol/chloroform, and then treated with RNaseA. Finally, the DNA was purified using the QIAquick PCR Purification kit (QIAGEN). ChIP-seq libraries were created using ChIP- seq DNA sample prep kit (Illumina), size-selected and the 200– 400 bp fraction was extracted and purified. Libraries were sequenced at Genomics Center BTG company (Beijing, China). Sequence fastq files were aligned to the UCSC human genome assembly HG19 using the Eland application, allowing no more than two mismatches per sequence. Only sequences aligning uniquely to the human genome were used to identify peaks. Peaks were called using MACS with default parameters.

ChIP-Seq data are accessible on GEO with an access number of http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ibghmioodfqdlqx&acc=GSE72864.

### Bioinformatic analysis of ChIP-seq data

Annotation of the peaks, distribution of peaks in different gene regulatory regionsand relation of WDR5 peaks and H3K4me3 peaks are analyzed as our previous reports [52, 53].

### Annotation of the peaks

Peak annotation with associated genes was retrieved with a Perl script. In this script program, the peak information was input from the MCAS output peak files in “COD” format. Then, the nearest gene to each peak and associated locations (gene start, gene end, 5′UTR, 3′UTR, exon and intron) in the human genome was identified using the built-in program. The gene names from HGNC [54] were also input and passed. The output data file includes the integrated information of peaks, genes and annotations.

### Distribution of peaks in different gene regulatory regions

The number of peaks in different gene regulatory regions (e.g. promoter and intergenic regions) was calculated using a Perl script and then the distribution of the peaks in each treatment was depicted in a Figure in a column chart or a pie graph using Microsoft Excel. The peaks passing each position in relation to TSS (Transcriptional Start Site) and TES (Transcriptional End Site) was also counted by a Perl script program. In this program, the maximum number of peaks at a position was also recorded. The percentage of the number of peaks passing each position over the maximum number of peaks at a position was computed and then output into a tab-delimited text file. Finally, the output data was plotted using the Microsoft Excel or Origin software package.

### Relation of WDR5 peaks and H3K4me3 peaks

The H3K4me3 peaks were mapped onto the WDR5 peaks at distances of 50 bp, 100 bp, 200 bp, 500 bp, 1 kb, 2 kb, 3 kb, 4 kb and 5 kb from the centers of the H3K4me3 peaks to the center of the WDR5 peak using a Perl script program.

The H3K4me3 densities per 100 WDR5 peak/kb were calculated using the equation:

HMd = (Y_i_ − Y_i-1_)*100/[(X_i_–X_i-1_)*M]

Where:

HMd represents H3K4me3 density

Y_i_ is the peak number of H3K4me3 i.

X_i_ is studying distance from a H3k4me3 peak center to a WDR5 peak center

M is the peak number of WDR5 peaks.

The resulting data were plotted into graphs using the Original software package.

### Quantitative chromatin immunoprecipitation (qChIP)

The qChIP assay was done as previous reported [52, 53]. Briefly, 1 × 10^7^ cells were collected and cross-linked in cross-link solution containing 1% formaldehyde for 10 min on ice. The reaction was stopped by adding glycine to a final concentration of 0.125 M. The ChIP samples were prepared as follows: cells per condition were treated with solution I (50 mM Hepes KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% Glycerol, 0.5% NP-40, 0.25% Triton X-100, protease inhibitor) with rotation at 4°C for 10 min. The pelleted cells further treated with solution II 0.2 M NaCl, 1 mM EDTA pH 8.0, 0.5 mM EGTA pH 8.0, 10 mM Tris pH 8.0, protease inhibitor) with rotation for 10 min at room temperature. The chromatin was fragmented in solution III (1 mM EDTA pH 8.0, 0.5 mM EGTA pH 8.0, 10 mM Tris pH 8.0, protease inhibitor) with a Bioruptor (Diagenode,) for 30 min (30 s pulses, 90 s pauses) to obtain an average size of 400 bp and the chromatin was centrifuged at 4000 RPM for 10 min at 4°C and added with 10% glycerol. The WDR5 (ab56919) and H3K4me3 (ab8580) antibodies and normal rabbit IgG (ab171870) as control [53] pre-coated onto Goat-anti-rabbit IgG Dyneabeads (Invitrogen) are used and incubated with chromatin overnight at cold room. Protein/DNA complexes were captured with a Magnetic Particle Concentrator (Invitrogen). Crosslinks were reversed. Samples were treated with proteinase K and RNaseA. DNA was then recovered using the QIAquick PCR Purification kit (QIAGEN). Enrichment of the ChIP sample over input was evaluated by qPCR with three or more replicates, using specific primers in the promoter region of WDR5 target (Supplementary Table S4). 

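The qChIP primers of Supplementary Table S4 were matched exactly to the reference within 50 kb of each gene, and the products were compared with the ChIP-seq peaks of RS4;11 and THP-1 cells. Coordinates are those of hg19. The BCL9-1, BCL9-2 and BCL9-3 products lie on chromosome 1 at 147011182 to 147011259, 147011637 to 147011712 and 147012142 to 147012217, outside the gene. Their centers are at -2051, -1597 and -1092 bp from the TSS of BCL9. The BCL9-2 product, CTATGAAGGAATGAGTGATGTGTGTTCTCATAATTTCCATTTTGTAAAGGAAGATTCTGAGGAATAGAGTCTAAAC, lies in the RS4;11 WDR5 peak upstream of BCL9. The BCL9-3 product, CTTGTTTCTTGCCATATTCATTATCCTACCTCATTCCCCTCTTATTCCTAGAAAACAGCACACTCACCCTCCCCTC, overlaps the RS4;11 H3K4me3 peak. The BCL9 pair used for the target list, at 147012624 to 147012688 and -615 bp, also lies in that H3K4me3 peak. The Lyn-1, Lyn-4 and Lyn-6 products lie on chromosome 8 at 56777255 to 56777317, 56778486 to 56778550 and 56779632 to 56779721. They are at -15108, -13876 and -12718 bp from the 5′ end of LYN as annotated in GENCODE release 44. The Lyn-1 product overlaps an RS4;11 H3K4me3 peak, and the other two overlap no peak. The CD93 product at 23067042 to 23067103 of chromosome 20, -111 bp from the TSS, lies in both the WDR5 and the H3K4me3 peak of RS4;11 cells. The RBM22 product at -274 bp and the PIGK product at -80 bp lie in H3K4me3 peaks of both lines and in no WDR5 peak. For the Lyn and MED24 pairs of the target list neither primer matched, and for Lyn-3, BCL9-4, BCL9-5 and BCL9-6 only 1 primer of the pair did, so their products were not placed.

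**Figure D5:**
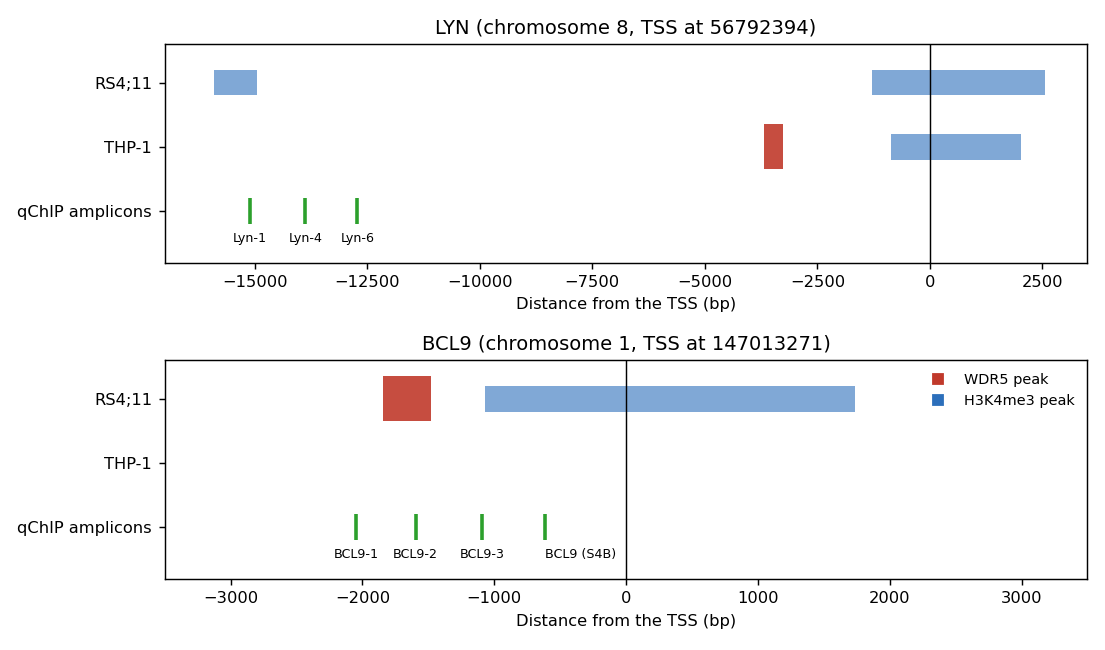
Position of WDR5 peaks (red), H3K4me3 peaks (blue) and qChIP products (green) at LYN (top) and BCL9 (bottom), against the distance from the TSS in bp (x axis), with rows for RS4;11 cells, THP-1 cells and the products. The BCL9-2 product lies under the RS4;11 WDR5 peak, BCL9-3 and the BCL9 pair of the target list lie under the RS4;11 H3K4me3 peak, and the Lyn products lie between -15108 and -12718 bp.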

Relative concentration of the qPCR product was presented as the fold change of the level of DNA-*WDR5* samples in comparison to controls.

### Real Time-PCR

Total RNA was isolated using the RNeasy Mini Kit (QIAGEN). A 1 μg aliquot of RNA was reverse transcribed using a SuperScript^™^ First-Strand Synthesis System for RT-PCR Kit (Invitrogen). qRT-PCR was performed with qSTAR SYBR Master Mix (OriGene) using a StepOne Plus real-time PCR system (Applied Biosystems). Each experiment was performed in triplicate.

In order to quantitate gene expression value in patients' samples, template standards and primers against *Homo sapiens* gene *WDR5* (HK204310, OriGene, USA) and *Homo sapiens* housekeeping gene *GAPDH*, HK203273, OriGene, USA) were obtained from OriGene Technologies (Rockville, MD). Gene expression values of the genes of interest (GOI) were achieved in each patient by a formula obtained with a scatter graph of the Ct values from the serial dilutions of template standard following manufacturer's instruction and as previously reported [40, 44]. The expression level of GOI was subsequently normalized to the housekeeping gene, expressed as gene expression value of GOI/GAPDH.

All the patients were divided into high and low *WDR5* expression groups (Q3–4 vs Q1–2) and the cutoffwas determined by SPSS 17.0. Statistical analysis with analysis of variance (ANOVA) showed that the difference of *WDR5* expression in the two groups was very much significant (*P* < 0.0001).

The qPCR for expression of WDR5 targets in the WDR5 knockdown cells was performed and the results were normalized to those obtained with 18sRNA and presented as fold induction over vector controls. Primers for the qPCR are listed in Supplementary Table S4. Primer for *18s RNA*, Sense: 5′-GTAACCCGTTGAACCCCATT-3′, Antisense: 5′-CCATCCAATCGGTAGTAGCG-3′.

### Co-Immunoprecipitation

THP-1 cells were homogenized in radioimmune precipitation assay buffer containing 25 mM Tris-HCl (pH 7.4), 150 mM NaCl, 60 mM n-octyl-D-glucoside, 1% Triton X-100, 2 mM PMSF, and a protease inhibitor tablet/50 ml. The homogenate was centrifuged to remove insoluble debris. 400 μg of supernatant was used for each reaction and was precleared with protein A/G-Sepharose beads (Pierce). The precleared supernatant was incubated in primary antibody overnight at 4°C, and protein-antibody complexes were recovered using recombinant protein A/G-Sepharose (Pierce). As a negative control, isotype control IgG was used. Cell lysates were separated on precast 10–20% SDS-PAGE gels and immunoblotted as described previously [46].

### WDR5 shRNA knockdown and Western blot

The Nalm6 and U937 cells were transiently transfected with human *WDR5* shRNA constructs in the GFP vector (pGFP-v-RS) (Origene) using the Neon Transfection System (Invitrogen). The 29-mer scrambled shRNA cassette in the pGFP-VRS vector was also used as a control. After transfection for 2 days, cells with transfection efficiency above ~80% and cell viability greater than 95%, were harvested for cell proliferation and apoptosis assay, and also for total RNA isolation. Knockdown of *WDR5* was confirmed by measurement of *WDR5* mRNA level with qPCR. Primers: *WDR5*-F: 5′-CC GAACGGCAAATACATCCT-3′, *WDR5*-R: 5′-TGTA GTCCCAGAGCTTCAGAGTGT-3′.

WDR5 protein level was also determined by western blot with anti-WDR5 antibody in the knockdown cells and scramble shRNA control. PCNA protein level was also examined as loading control.

### Histone extraction

Histone extraction was performed using the Abcam histone extraction protocol (www.abcam.com). The protein was quantified using the Bradford assay and used for western blot analysis.

### Proliferation and cytotoxicity assays

The colorimetric WST-1 cell proliferation assay (Roche Applied Science; 11644807001) was performed in 96-well white clear bottom plates (Costar, 3610) in quadruplicate, according to manufacturer's instructions [52, 54]. Absorbance at 440 nm (reflects number of viable cells) was measured using a BioTek Synergy Mx plate reader. Cytotoxicity assays were performed in triplicpate by incubating 1.0 × 10^6^ cells per well 24-well plate in the presence or absence of drugs in a final volume of 1 ml. Aliquots of cells were harvested at indicated time periods and hemocytometer count using Trypan blue exclusion was used to obtain viable cell counts.

### Determination of apoptosis by flow cytometry

Apoptosis was measured by staining cells with PE Annexin V and 7-AAD [49, 52]. Cells were analyzed and quantified by flow cytometry (MODFit). Nalm6 and U937 cells were transfected with WDR5 shRNA or scramble shRNA as control, respectively. Two days after the transfection, the cells were harvested, washed and then stained with fluorochrome-conjugated Annexin V following the manufactory's Manual (Bioscience). Annexin V and 7-AAD negative were identified as live cells, whereas 7-AAD positive alone were dead cells. Cells which were positive for Annexin V but were 7-AAD negative were identified as early apoptosis. Cells which were both Annexin-V and 7-AAD positive were identified as cells in late apoptosis. The ratio of the apoptotic cells included both early and late apoptotic cells.

### Statistical analysis

Patients were divided into high and low *WDR5* expression groups (Q3–4 vs Q1–2) [55, 56]. For quantitative parameters, overall differences between the cohorts were evaluated using a Mann – Whitney *U*-test. For qualitative parameters, overall group differences were analyzed using a χ^2^ test. All statistical analyses were performed using the SPSS 17.0 and *P* < 0.05 was considered statistically significant.

The experimental data are shown as the mean value with bars representing the standard error of the mean (S.E.M.). Determinations of statistical significance were performed using a Student *t*-test for comparisons of two groups or using analysis of variance (ANOVA) for comparing multiple groups. The *P* < 0.05 was considered statistically significant. All data fit for normal distribution with *t* or *u* test, and the data for ANOVA analysis are homogeneity data

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: WDR5 high expression and its effect on tumorigenesis in leukemia
**Source:** Oncotarget. 2016 May 12;7(25):37740–54. doi: 10.18632/oncotarget.9312
**Supplement:** Supplementary file 1

## WDR5 high expression and its effect on tumorigenesis in leukemia

### Supplementary Materials

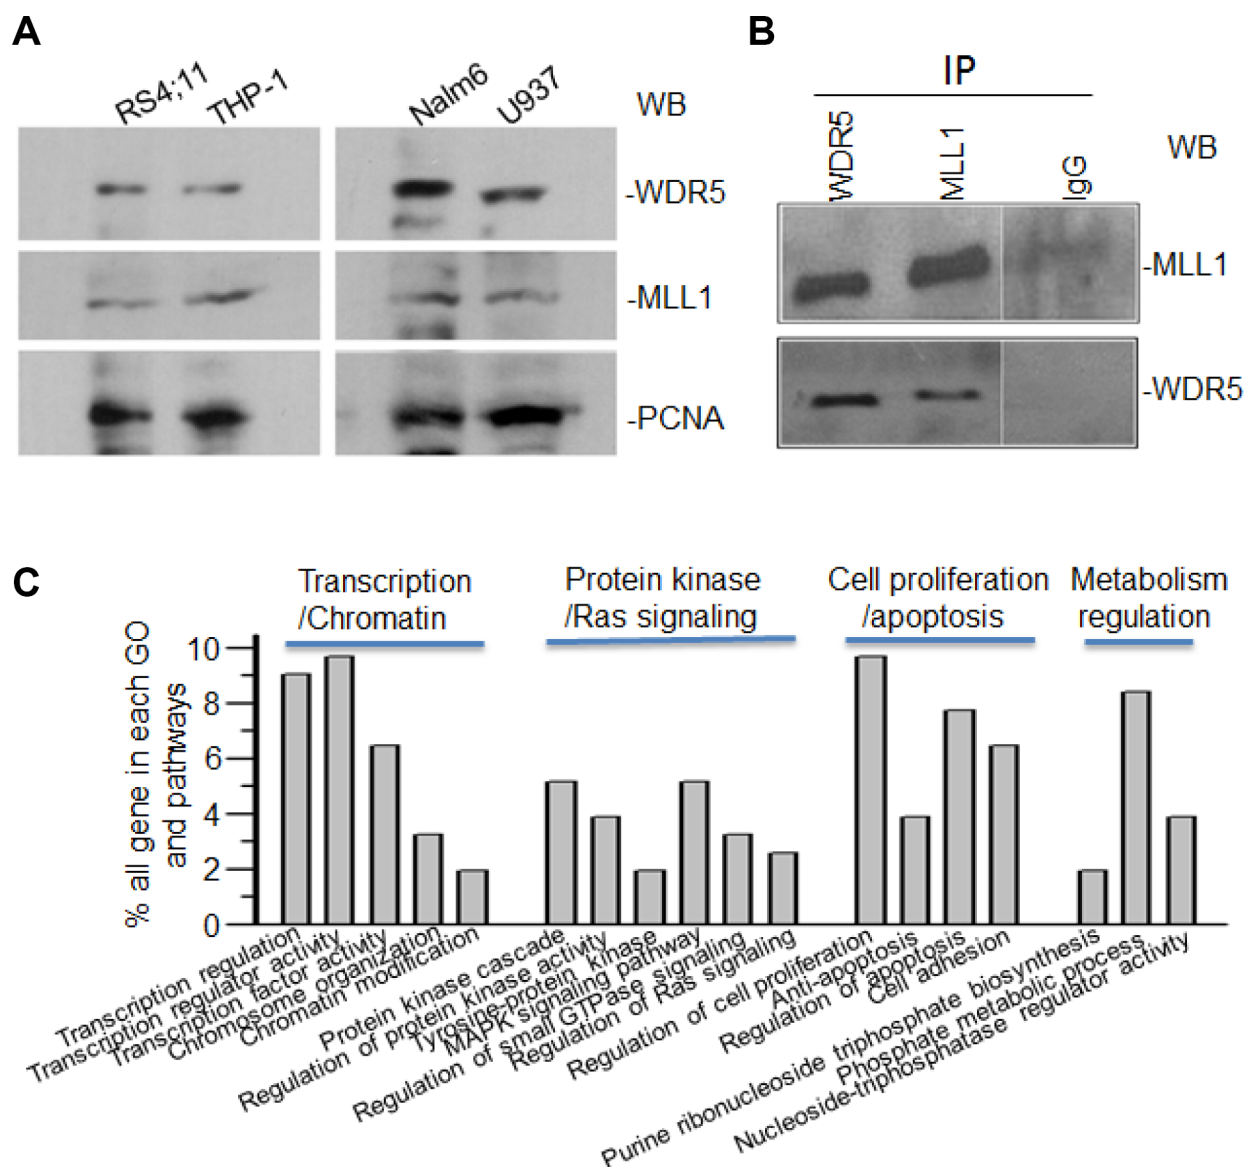

**Supplementary Figure S1: WDR5 and MLL1 expression, their association in leukemia cells and functional annotation analysis of WDR5 target genes.** (A) WDR5 and MLL1 expression in RS4;11, THP1, Nalm6 and U937 cells. Cells were harvested, and the cells were lysed with 2xSDS sample buffer and boiled for 10 min. The expression of WDR5, MLL1 and PCNA were detected by western blot with their specific antibodies. (B) The association of WDR5 with MLL1 was identified in RS4;11 cells by co-IP. (C) The WDR5 target genes were analyzed with Functional Annotation and Classification, David Bioinformatics Resources 6.7 in RS4;11 and THP-1 cells. The significant altered GO term and pathways were obtained. This figure showed the percentage of the enriched genes occupied all genes in each GO term or pathways.

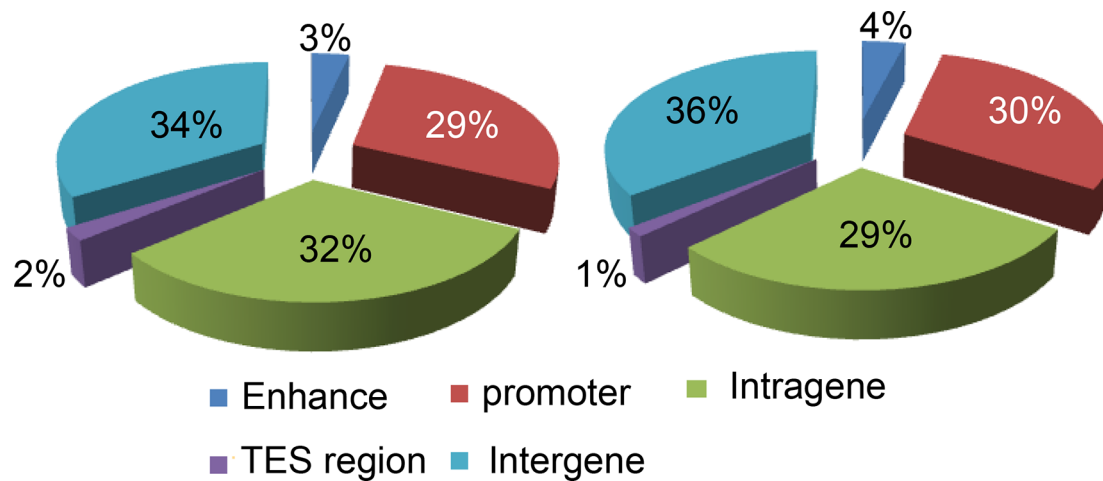

**Supplementary Figure S2: Genome-wide distribution of H3K4me3 peaks.** Percentages of peaks that bind sites in each location are given.

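The files also carry the authors' own flags for each H3K4me3 peak, which do not depend on the regions defined here. A peak was counted in a class when any of its transcripts had the flag, so that 1 peak can be counted in exons and in introns. In RS4;11 cells, 19407 of 24212 H3K4me3 peaks (80.2%) lay in a transcript, 11308 (46.7%) touched an exon and 18655 (77.0%) an intron. The other 4805 (19.8%) lay outside transcripts, up to 20 kb upstream or downstream. In THP-1 cells, 20594 of 26523 peaks (77.6%) lay in a transcript, 12576 (47.4%) touched an exon and 19648 (74.1%) an intron, and 5929 (22.4%) lay outside. Peaks farther than 20 kb from a transcript are not in the files, so that the share outside transcripts has no counterpart over all peaks of the genome.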

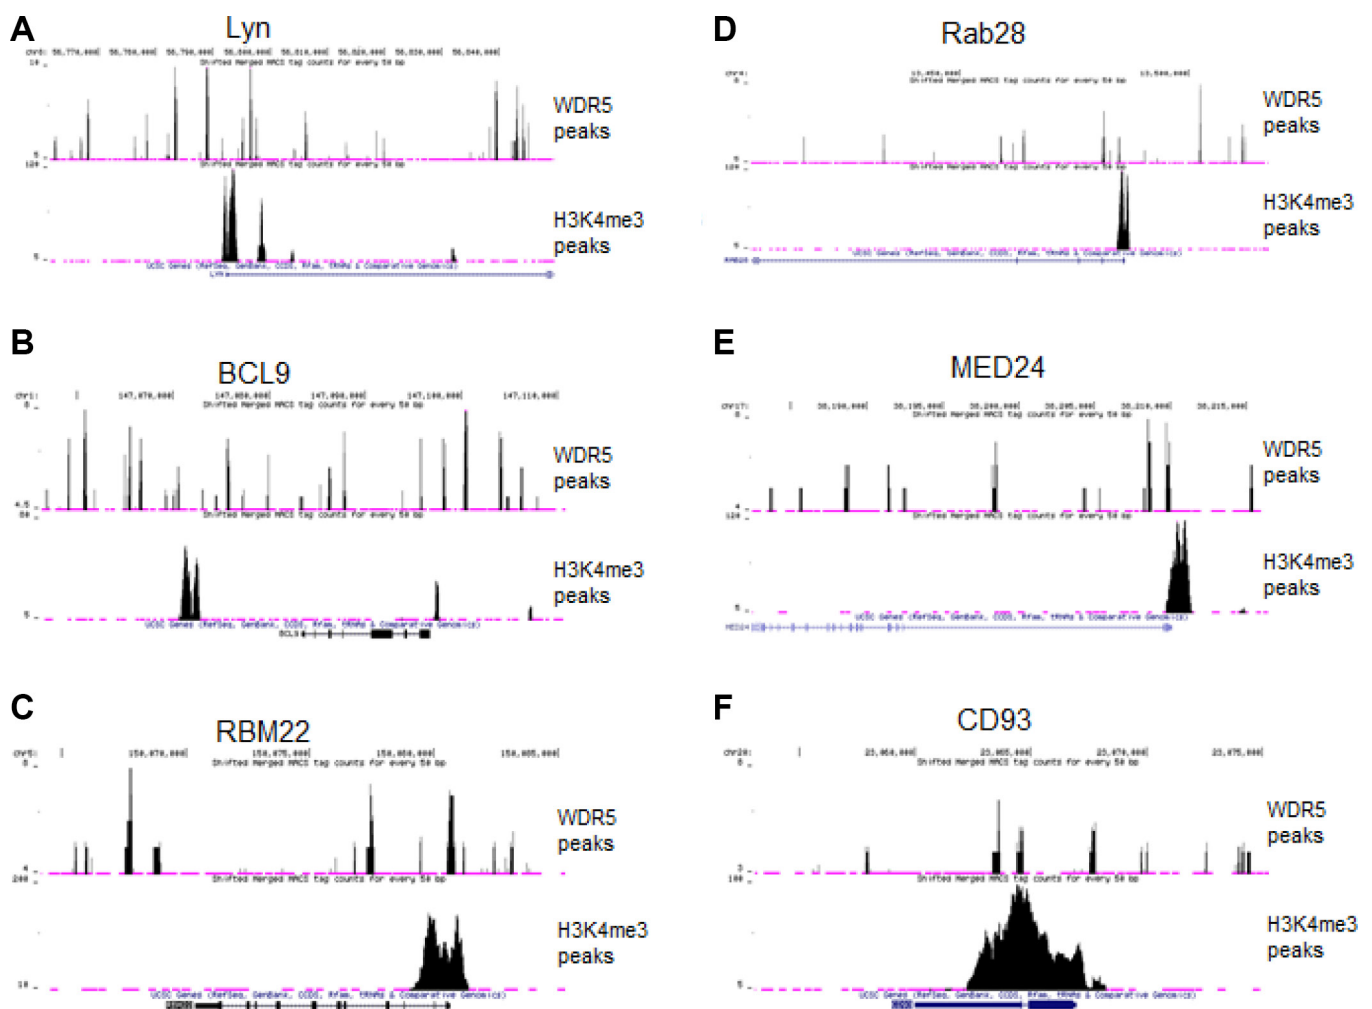

**Supplementary Figure S3: Representative WDR5 and H3K4me3 binding peaks identified by ChIP-seq analysis in THP-1 cells.** WDR5 and WDR5 signal maps are shown for representative target genes that are involved in cell proliferation and apoptosis regulation.

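At the genes of Supplementary Figure S3, the THP-1 files list these peaks in hg19 coordinates. H3K4me3 peaks cover the 5′ end of LYN (chromosome 8, 56791533 to 56794419), RAB28 (chromosome 4, 13484062 to 13487291) and RBM22 (chromosome 5, 150078842 to 150081588). At MED24 (chromosome 17), the nearest H3K4me3 peak upstream of the annotated TSS lies at 38219177 to 38220524. Others lie inside the gene at 38209553 to 38211531 and at 38214613 to 38215066. At BCL9 (chromosome 1), H3K4me3 peaks are listed inside the gene at 147070585 to 147072993 and 147097011 to 147097802 and downstream of it at 147107041 to 147107592, and none at the annotated TSS at 147013271. No H3K4me3 peak is listed at CD93 or within 20 kb of it. Of WDR5 peaks, the THP-1 file lists 1 at these genes, from 56788712 to 56789120 and 3478 bp upstream of the TSS of LYN. With peaks counted up to 5000 bp to each side of the TSS, only LYN has both kinds of peak in THP-1 cells, and with the promoter window no gene has. The files hold peak positions only, so the tag counts drawn in the browser panels could not be recomputed.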

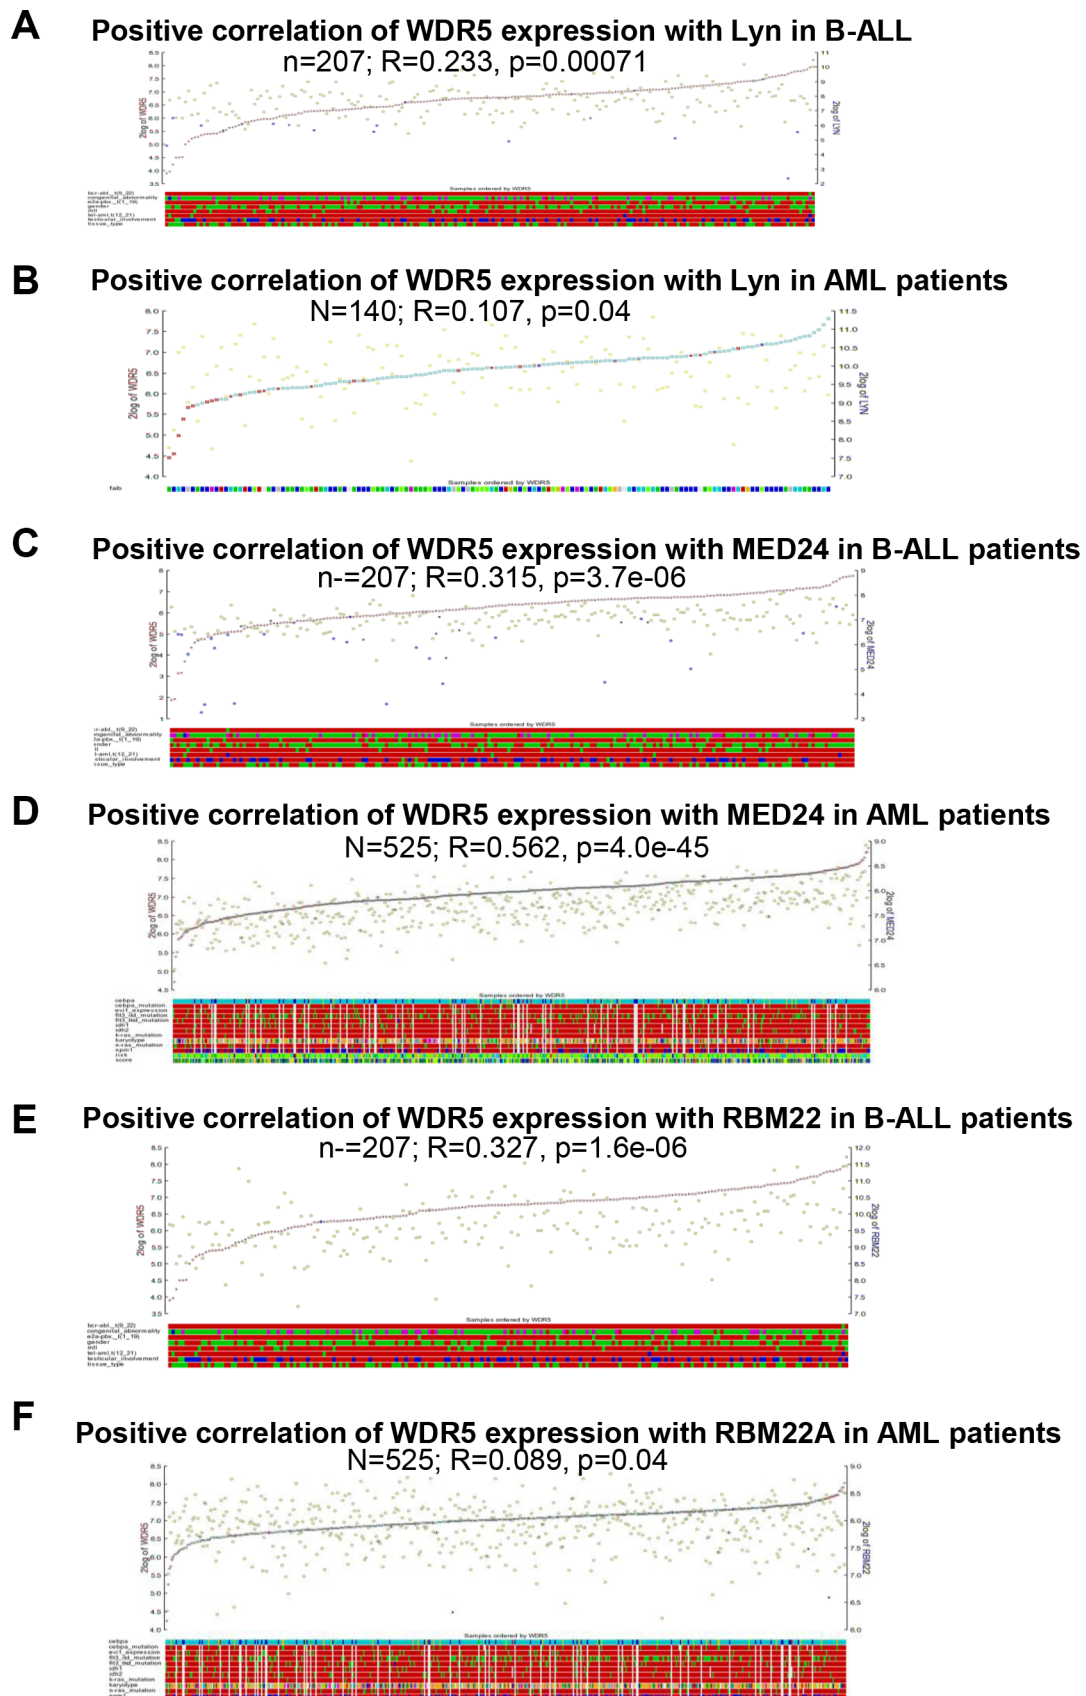

**Supplementary Figure S4: Correlation of WDR5 expression with its gene targets in B-ALL and AML cohort.** (A–F) Correlation of WDR5 expression with Lyn, MED24 or RBM22 in B-ALL (A, C,E) and AML (B,D,F) cohort. Data generated from human oncogenomics sever with GEO database (GSE11877) for B-ALL and (GPL97) for AML. Pearson correlation is used to calculate the statistics. The  $P < 0.05$  was considered statistically significant.

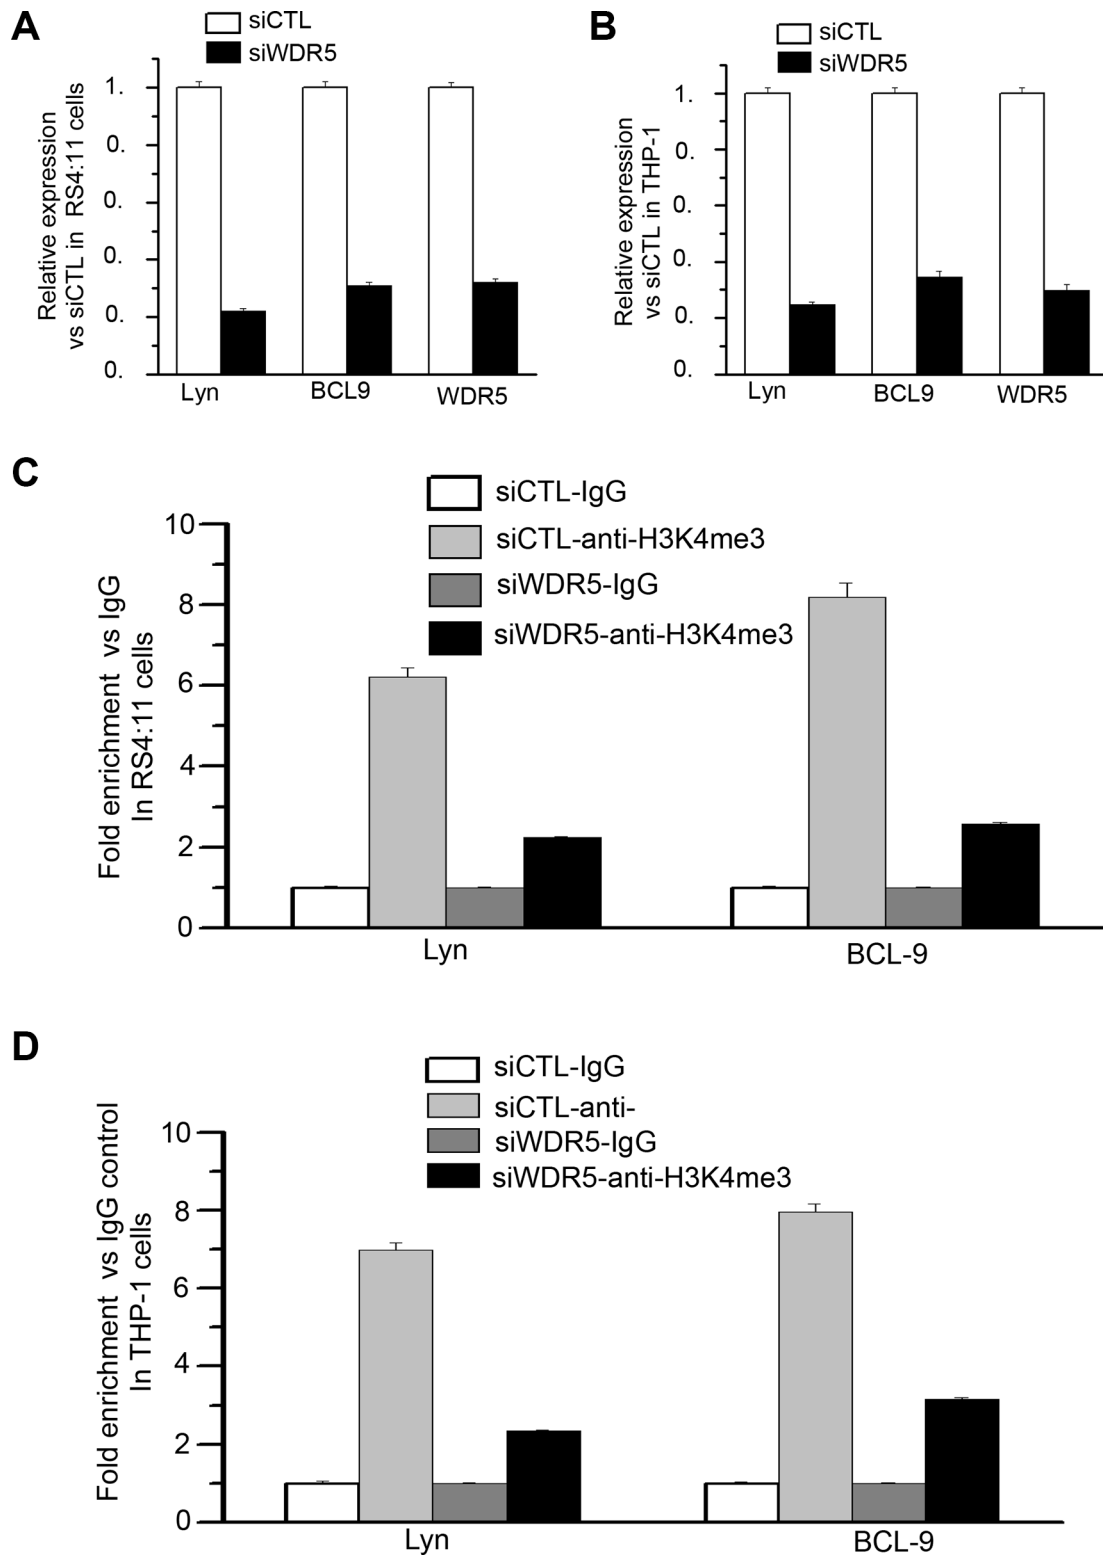

**Supplementary Figure S5: WDR knockdown suppress the expression of its targets and H3K4me3 binding to the promoter of its targets.** (A–B) Lyn and BCL9 expression in RS4:11 (A) and THP-1 (B) cells. Cells treated with siWDR5 shRNA and scramble shRNA for two days, total RNA was isolated for gene expression by qPCR. (C–D) H3K4me3 binding on Lyn and BCL9 in RS4:11 (C) and THP-1 (D) cells. Cells treated with siWDR5 shRNA and scramble shRNA for two days, qChIP assay was performed for the binding with anti-H3K4me3 antibody.

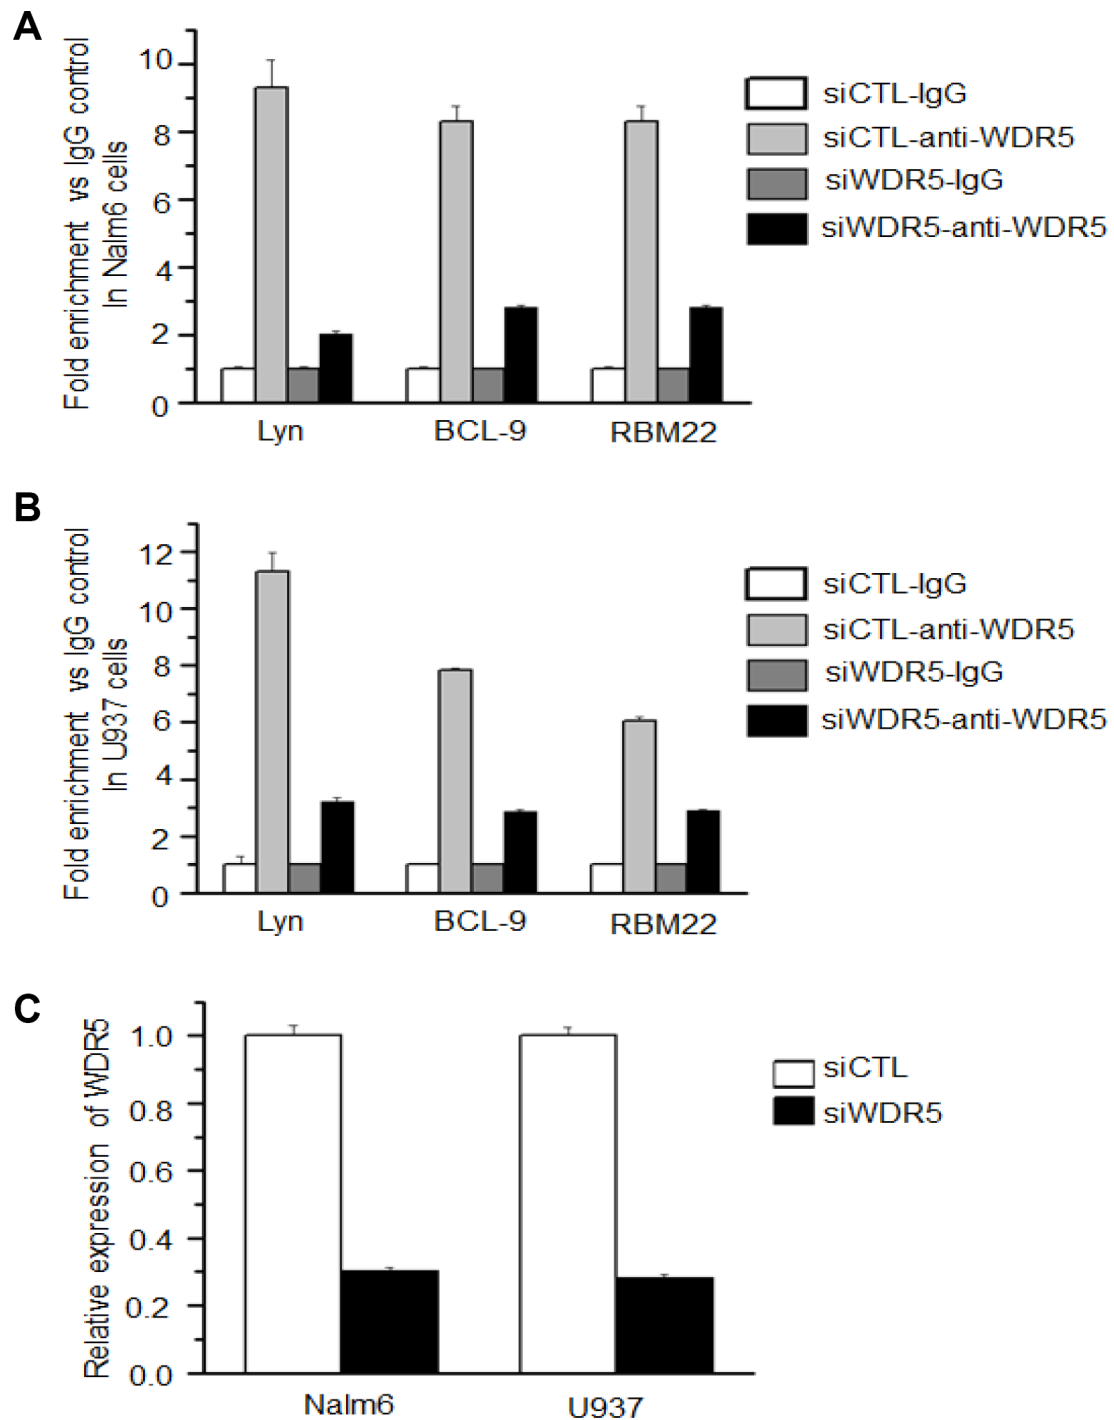

**Supplementary Figure S6: WDR knockdown blocks its binding to the promoter of the gene targets.** (A–B) WDR5 binding on Lyn, BCL9 and RBM22 in Nalm6 (A) and U937 (B) cells. Cells treated with siWDR shRNA and siCTL for two days, qChIP assay was performed for the binding with anti-WDR5 antibody. (C) It shows the efficiency of WDR5 knockdown by qPCR..

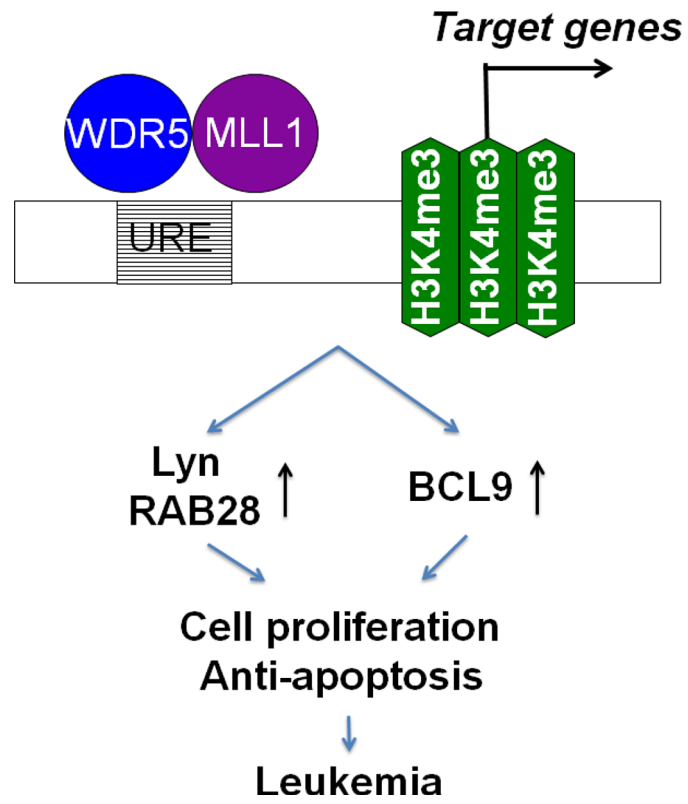

Supplementary Figure S7: Model for oncogenic effect of WDR5 high expression.

**Supplementary Table S1: Correlation of *WDR5* and *MLL1* expression with clinical features in adult ALL**

| Characteristics                        | WDR5 expression       |                       |                | MLL1 expression       |                       |                |
|----------------------------------------|-----------------------|-----------------------|----------------|-----------------------|-----------------------|----------------|
|                                        | Low ( <i>n</i> = 15)  | High ( <i>N</i> = 45) | <i>P</i> value | Low ( <i>n</i> = 27)  | High ( <i>n</i> = 30) | <i>P</i> value |
| <b>Age (years)</b>                     |                       |                       |                |                       |                       |                |
| Median (range)                         | 39 (14–52)            | 36 (14–77)            | 0.758          | 35 (14–77)            | 39.5 (16–75)          | 0.192          |
| <b>Sex (%)</b>                         |                       |                       |                |                       |                       |                |
| male                                   | 46.7                  | 64.4                  | 0.224          | 51.9                  | 70.0                  | 0.160          |
| <b>WBC (×10<sup>9</sup>/L)</b>         |                       |                       |                |                       |                       |                |
| Median (range)                         | 47.3 (2.9–237.7)      | 74.0 (1.0–398.0)      | 0.567          | 46.7 (2.0–238.0)      | 69.7 (1.2–398.4)      | 0.755          |
| <b>HGB (g/L)</b>                       |                       |                       |                |                       |                       |                |
| Median (range)                         | 113.0 (69.0–171.0)    | 92.0 (28.0–150.0)     | 0.092          | 113.5 (44.0–171.0)    | 90.0 (28.0–150.0)     | 0.120          |
| <b>PLT (×10<sup>9</sup>/L)</b>         |                       |                       |                |                       |                       |                |
| Median (range)                         | 36.0 (22.0–219.0)     | 37.0 (5.0–212.0)      | 0.990          | 34.0 (5.0–219.0)      | 41.5 (9.0–211.0)      | 0.706          |
| <b>LDH (μ/L)</b>                       |                       |                       |                |                       |                       |                |
| Median (range)                         | 1375.0 (511.0–2160.0) | 880.0 (214.0–7142.0)  | 0.671          | 2160.0 (511.0–7142.0) | 477.5 (214.0–3224.0)  | 0.051          |
| <b>Blasts (%) median (range)</b>       |                       |                       |                |                       |                       |                |
| Bone marrow                            | 72.4 (32.0–93.0)      | 87.6 (22.4–99.5)      | 0.022          | 74.4 (22.4–99.5)      | 87.8 (24.0–98.8)      | 0.058          |
| Peripheral blood                       | 77.5 (25.0–91.0)      | 57.0 (0.0–97.0)       | 0.210          | 70.0 (0.0–91.0)       | 68.0 (0.0–97.0)       | 0.927          |
| <b>Immunophenotypic subtype</b>        |                       |                       |                |                       |                       |                |
| B-ALL (%)                              | 40.0                  | 75.6                  | 0.011          | 59.3                  | 70.0                  | 0.396          |
| T-ALL (%)                              | 60.0                  | 24.4                  | 0.011          | 40.7                  | 30.0                  | 0.396          |
| <b>Immune phenotype, %</b>             |                       |                       |                |                       |                       |                |
| CD34+                                  | 53.8                  | 60.7                  | 0.678          | 47.4                  | 65.0                  | 0.341          |
| HLA-DR+                                | 50.0                  | 81.5                  | 0.061          | 72.2                  | 68.4                  | 1.000          |
| CD10+                                  | 75.0                  | 75.0                  | 1.000          | 77.8                  | 70.0                  | 0.719          |
| CD19+                                  | 41.7                  | 74.2                  | 0.099          | 60.0                  | 66.7                  | 0.658          |
| CD20+                                  | 0.0                   | 60.0                  | 0.001          | 18.8                  | 57.9                  | 0.036          |
| CD22+                                  | 36.4                  | 74.1                  | 0.061          | 58.8                  | 63.2                  | 1.000          |
| CD13+                                  | 45.5                  | 50.0                  | 1.000          | 43.8                  | 53.3                  | 0.724          |
| CD33+                                  | 41.7                  | 54.2                  | 0.725          | 41.2                  | 58.8                  | 0.494          |
| CD2+                                   | 55.6                  | 19.0                  | 0.082          | 46.2                  | 18.8                  | 0.226          |
| CD3+                                   | 18.2                  | 37.0                  | 0.444          | 36.8                  | 27.8                  | 0.728          |
| CD5+                                   | 90.0                  | 44.4                  | 0.041          | 71.4                  | 53.8                  | 0.440          |
| CD7+                                   | 75.0                  | 34.8                  | 0.035          | 55.6                  | 43.8                  | 0.732          |
| CD38                                   | 87.5                  | 91.7                  | 1.000          | 87.5                  | 90.9                  | 1.000          |
| <b>Extramedullary infiltration (%)</b> |                       |                       |                |                       |                       |                |
| liver                                  | 13.3                  | 51.7                  | 0.013          | 16.7                  | 63.2                  | 0.002          |
| spleen                                 | 20.0                  | 72.4                  | 0.001          | 37.5                  | 73.7                  | 0.018          |
| Ph chromosome positive (%)             | 0.0                   | 34.4                  | 0.026          | 8.7                   | 31.8                  | 0.117          |
| <i>MLL1</i> high expression (%)        | 13.3                  | 66.7                  | 0.000          |                       |                       |                |
| <i>WDR5</i> high expression (%)        |                       |                       |                | 51.9                  | 93.3                  | 0.000          |

**Supplementary Table S2: Correlation of *WDR5* and *MLL1* expression with clinical features in adult AML**

| Characteristics                    | WDR5 expression      |                      |         | MLL1 expression      |                      |         |
|------------------------------------|----------------------|----------------------|---------|----------------------|----------------------|---------|
|                                    | Low (n = 61)         | High (n = 27)        | P value | Low (n = 48)         | High (n = 43)        | P value |
| Age (years)                        |                      |                      |         |                      |                      |         |
| Median (range)                     | 43 (14–75)           | 47 (15–73)           | 0.664   | 39.5 (14–75)         | 45 (15–74)           | 0.149   |
| Sex (%)                            |                      |                      |         |                      |                      |         |
| male                               | 54.1                 | 51.9                 | 0.846   | 52.1                 | 53.5                 | 0.893   |
| WBC( $\times 10^9/L$ )             |                      |                      |         |                      |                      |         |
| Median (range)                     | 26.6 (0.9–355.6)     | 40.0 (2.1–276.1)     | 0.507   | 17.9 (0.7–355.6)     | 40.0 (1.4–278.0)     | 0.289   |
| HGB (g/L)                          |                      |                      |         |                      |                      |         |
| Median (range)                     | 90.5 (36.0–137.0)    | 87.5 (65.0–142.0)    | 0.835   | 90.0 (36.0–137.0)    | 88.5 (44.0–142.0)    | 0.834   |
| PLT ( $\times 10^9/L$ )            |                      |                      |         |                      |                      |         |
| Median (range)                     | 40.0 (7.0–207.0)     | 26.5 (4.0–203.0)     | 0.358   | 39.0 (10.0–207.0)    | 40.0 (4.0–203.0)     | 0.679   |
| LDH ( $\mu/L$ )                    |                      |                      |         |                      |                      |         |
| Median (range)                     | 423.0 (131.0–4434.0) | 544.0 (120.0–2455.0) | 0.634   | 430.0 (131.0–4434.0) | 490.5 (120.0–2455.0) | 0.865   |
| Blasts (%),<br>median(range)       |                      |                      |         |                      |                      |         |
| Bone marrow                        | 77.9 (20.4–95.2)     | 90.8 (23.6–96.0)     | 0.008   | 75.2 (20.4–93.6)     | 85.4 (23.6–96.0)     | 0.011   |
| Peripheral blood                   | 65.5 (2.0–97.0)      | 81.5 (4.0–98.0)      | 0.049   | 65.0 (2.0–93.0)      | 77.5 (3.6–98.0)      | 0.156   |
| Morphologic<br>subtype (%)         |                      |                      | 0.430   |                      |                      | 0.526   |
| M0                                 | 0.0                  | 3.7                  |         | 2.3                  | 0.0                  |         |
| M1                                 | 24.1                 | 33.3                 |         | 18.2                 | 35.0                 |         |
| M2                                 | 31.5                 | 18.5                 |         | 29.5                 | 25.0                 |         |
| M3                                 | 16.7                 | 11.1                 |         | 20.5                 | 12.5                 |         |
| M4                                 | 14.8                 | 11.1                 |         | 15.9                 | 10.0                 |         |
| M5                                 | 11.1                 | 14.8                 |         | 11.4                 | 12.5                 |         |
| M6                                 | 1.9                  | 7.4                  |         | 2.3                  | 5.0                  |         |
| Risk status (%)                    |                      |                      |         |                      |                      |         |
| Better-risk <sup>#</sup>           | 54.7                 | 22.2                 | 0.016   | 61.0                 | 31.0                 | 0.023   |
| Intermediate-risk <sup>##</sup>    | 43.4                 | 70.4                 | < 0.001 | 36.6                 | 64.3                 | < 0.001 |
| Poor-risk <sup>###</sup>           | 1.9                  | 7.4                  | < 0.001 | 2.4                  | 4.8                  | < 0.001 |
| <i>MLL1</i> high<br>expression (%) | 31.1                 | 85.2                 | 0.000   |                      |                      |         |
| <i>WDR5</i> high<br>expression (%) |                      |                      |         | 8.7                  | 54.8                 | 0.000   |

<sup>#</sup>Favorable-risk: inv(16) or t(16;16); t(8;21); t(15;17); normal cytogenetics with NPM1 mutation or isolated CEBPA mutation in the absence of FLT3. <sup>##</sup>Intermediate-risk: Normal cytogenetics; +8; t(9;11); Other non-defined; t(8;21), inv (16), t(16;16) with c-KIT mutation. <sup>###</sup>Poor-risk: Complex ( 3 abnormal clones); -5, 5q-, -7, 7q-, 11q23 - non t(9;11); inv(3), t(3;3); t(6;9); t(9;22); Normal cytogenetics with FLT3-ITD mutation.

**Supplementary Table S3: Correlation of high expression of both *MLL1* and *WDR5* with clinical features in adult ALL and AML**

| ALL                             |                                                                       |                                                                         |                |
|---------------------------------|-----------------------------------------------------------------------|-------------------------------------------------------------------------|----------------|
| <i>MLL1</i> and <i>WDR5</i>     |                                                                       |                                                                         |                |
| Characteristics                 | <i>WDR5</i> <sup>low</sup> <i>MLL</i> <sup>low</sup> ( <i>n</i> = 13) | <i>WDR5</i> <sup>high</sup> <i>MLL</i> <sup>high</sup> ( <i>n</i> = 28) | <i>P</i> value |
| Age (years)                     |                                                                       |                                                                         |                |
| Median (range)                  | 35.0 (14–50)                                                          | 37.5 (16–75)                                                            | 0.324          |
| Sex (%)                         |                                                                       |                                                                         |                |
| male                            | 53.8                                                                  | 75.0                                                                    | 0.320          |
| WBC (×10 <sup>9</sup> /L)       |                                                                       |                                                                         |                |
| Median (range)                  | 46.7 (2.9–237.7)                                                      | 71.4 (1.2–398.4)                                                        | 0.730          |
| HGB (g/L)                       |                                                                       |                                                                         |                |
| Median (range)                  | 123.0 (69.0–171.0)                                                    | 90.0 (28.0–150.0)                                                       | 0.029          |
| PLT (×10 <sup>9</sup> /L)       |                                                                       |                                                                         |                |
| Median (range)                  | 32.0 (22.0–219.0)                                                     | 46.5 (9.0–211.0)                                                        | 0.848          |
| LDH (μ/L)                       |                                                                       |                                                                         |                |
| Median (range)                  | 1375.0 (511.0–2160.0)                                                 | 477.5 (214.0–3224.0)                                                    |                |
| Blasts (%) median (range)       |                                                                       |                                                                         |                |
| Bone marrow                     | 62.0 (32.0–93.0)                                                      | 87.8 (24.0–98.8)                                                        | 0.011          |
| Peripheral blood                | 77.5 (25.0–91.0)                                                      | 59.0 (0.0–97.0)                                                         | 0.481          |
| Immunopenotypic subtype         |                                                                       |                                                                         |                |
| B-ALL (%)                       | 46.2                                                                  | 75.0                                                                    | 0.145          |
| T-ALL (%)                       | 53.8                                                                  | 25.0                                                                    | 0.145          |
| Immune phenotype (%)            |                                                                       |                                                                         |                |
| CD34+                           | 54.5                                                                  | 66.7                                                                    | 0.696          |
| HLA-DR+                         | 60.0                                                                  | 76.5                                                                    | 0.415          |
| CD10+                           | 80.0                                                                  | 72.2                                                                    | 1.000          |
| CD19+                           | 50.0                                                                  | 73.7                                                                    | 0.244          |
| CD20+                           | 0.0                                                                   | 64.7                                                                    | 0.002          |
| CD22+                           | 44.4                                                                  | 70.6                                                                    | 0.234          |
| CD13+                           | 33.3                                                                  | 46.2                                                                    | 0.674          |
| CD33+                           | 40.0                                                                  | 60.0                                                                    | 0.428          |
| CD2+                            | 57.1                                                                  | 14.3                                                                    | 0.120          |
| CD3+                            | 22.2                                                                  | 31.3                                                                    | 1.000          |
| CD5+                            | 87.5                                                                  | 45.5                                                                    | 0.147          |
| CD7+                            | 70.0                                                                  | 35.7                                                                    | 0.214          |
| CD38                            | 83.3                                                                  | 88.9                                                                    | 1.000          |
| Extramedullary infiltration (%) |                                                                       |                                                                         |                |
| liver                           | 0.0                                                                   | 58.8                                                                    | 0.001          |
| spleen                          | 15.4                                                                  | 76.5                                                                    | 0.003          |
| Ph chromosome positive (%)      | 0.0                                                                   | 35.0                                                                    | 0.027          |
| AML                             |                                                                       |                                                                         |                |
| <i>MLL1</i> and <i>WDR5</i>     |                                                                       |                                                                         |                |
| Characteristics                 | <i>WDR5</i> <sup>low</sup> <i>MLL</i> <sup>low</sup> ( <i>n</i> = 42) | <i>WDR5</i> <sup>high</sup> <i>MLL</i> <sup>high</sup> ( <i>n</i> = 23) | <i>P</i> value |
| Age (years)                     |                                                                       |                                                                         |                |
| Median (range)                  | 39 (14–75)                                                            | 47 (15–73)                                                              | 0.387          |
| Sex (%)                         |                                                                       |                                                                         |                |
| male                            | 54.8                                                                  | 56.5                                                                    | 0.891          |

|                                       |                      |                      |         |
|---------------------------------------|----------------------|----------------------|---------|
| <b>WBC (×10<sup>9</sup>/L)</b>        |                      |                      |         |
| <b>Median(range)</b>                  | 21.8 (0.9–355.6)     | 40.0 (2.1–276.1)     | 0.507   |
| <b>HGB (g/L)</b>                      |                      |                      |         |
| <b>Median(range)</b>                  | 88.0 (36.0–137.0)    | 84.0 (65.0–142.0)    | 0.876   |
| <b>PLT (×10<sup>9</sup>/L)</b>        |                      |                      |         |
| <b>Median (range)</b>                 | 39.0 (10.0–207.0)    | 20.0 (4.0–203.0)     | 0.326   |
| <b>LDH (μ/L)</b>                      |                      |                      |         |
| <b>Median(range)</b>                  | 423.0 (131.0–4434.0) | 552.5 (120.0–2455.0) | 0.892   |
| <b>Blasts (%) median(range)</b>       |                      |                      |         |
| <b>Bone marrow</b>                    | 68.5 (20.4–93.6)     | 90.0 (23.6–96.0)     | 0.004   |
| <b>Peripheral blood</b>               | 65.0 (2.0–93.0)      | 81.0 (4.0–98.0)      | 0.066   |
| <b>Morphologic subtype (%)</b>        |                      |                      | 0.453   |
| <b>M1</b>                             | 18.4                 | 34.8                 |         |
| <b>M2</b>                             | 31.6                 | 17.4                 |         |
| <b>M3</b>                             | 15.8                 | 8.7                  |         |
| <b>M4</b>                             | 18.4                 | 13.0                 |         |
| <b>M5</b>                             | 13.2                 | 17.4                 |         |
| <b>M6</b>                             | 2.6                  | 8.7                  |         |
| <b>Risk status (%)</b>                |                      |                      |         |
| <b>Better-risk<sup>#</sup></b>        | 62.9                 | 21.7                 | 0.006   |
| <b>Intermediate-risk<sup>##</sup></b> | 37.1                 | 73.9                 | < 0.001 |
| <b>Poor-risk<sup>###</sup></b>        | 0.0                  | 4.3                  | < 0.001 |

<sup>#</sup>Favorable-risk: inv(16) or t(16;16); t(8;21); t(15;17); normal cytogenetics with NPM1 mutation or isolated CEBPA mutation in the absence of FLT3. <sup>##</sup>Intermediate-risk: Normal cytogenetics; +8; t(9;11); Other non-defined; t(8;21), inv (16), t(16;16) with c-KIT mutation. <sup>###</sup>Poor-risk: Complex ( 3 abnormal clones); -5, 5q-, -7, 7q-, 11q23 - non t(9;11); inv(3), t(3;3); t(6;9); t(9;22); Normal cytogenetics with FLT3-ITD mutation.

## Supplementary Table S4: Primers for qRT-PCR of *WDR5* target genes and qChIP of *WDR5* and H3K4me3 binding

### A Primers for qRT-PCR of *WDR5* target genes in oncogenesis, apoptosis and others

|         |                              |         |                                 |
|---------|------------------------------|---------|---------------------------------|
| Lyn-F   | 5'- GAGCGATGAAGGTGGCAAAG-3'  | Lyn-R   | 5'- TGCAATCTGAGCAGAAAAGTCAA -3' |
| BCL9-F  | 5'-GAAATGGAAGGGCCGAATG-3'    | BCL9-R  | 5'-GGCCAACTGACTCCAGAAAGAC -3'   |
| CD93-F  | 5'-CCAGAATGCGGCAGACAGTT-3'   | CD93-R  | 5'-TCCATGGCCCTGCTCTCA-3'        |
| MED24-F | 5'-CCTTCGAGTCCATCCAGAAAAT-3' | MED24-R | 5'-CACCGCCAGACTGCATACC-3'       |
| RBM22-F | 5'-TGGGAAGGAATGCAAATCTG-3'   | RBM22-R | 5'-AGGGCACCAGCGAAACAC-3'        |
| PIGK-F  | 5'-TGGGCTGTTCTGGTGTGTACA-3'  | PIGK-R  | 5'-AAGGGTATTTGCAACATGTCGAT-3'   |

### B Primers for qChIP analysis of *WDR5* and H3K4me3 binding at *WDR5* genes targets on oncogenesis, apoptosis and others

|         |                                  |         |                               |
|---------|----------------------------------|---------|-------------------------------|
| Lyn-F   | 5'- CACTTCACTTTTACAAGTG-3'       | Lyn-R   | 5'-gattagagtggatgaatgaac -3'  |
| BCL9-F  | 5'- TCTCCAGCTAATGGGACTTTGC-3'    | BCL9-R  | 5'- CAGCGCCAGGAAAAGTGAAA-3'   |
| CD93-F  | 5'- ATGAACAACAGCACCGTGATG-3'     | CD93-R  | 5'- GGGCTTCCTGCAATGAATAGTT-3' |
| MED24-F | 5'- GAATGAAAGGGTGTGCGGAATATG -3' | MED24-R | 5'- TCGCCCACGACGTCCTACT-3'    |
| RBM22-F | 5'- ATAAGACACTGGAACCGCAAGAC-3'   | RBM22-R | 5'- CCACTGAGGCGCTTATTATGC-3'  |
| PIGK-F  | 5'- CTCCACAAAACCGCAGAGTTC-3'     | PIGK-R  | 5'- ACCATCCGCGCCTCTTC-3'      |

**C Primers for qChIP analysis of H3K4me3 binding in *WDR5* targets**

|         |                                 |         |                                    |
|---------|---------------------------------|---------|------------------------------------|
| Lyn-F1  | 5'-CTGTATGAGATGCAAAGGCAAC-3'    | Lyn-R1  | 5'-GCAACTATAATTATAACG-3'           |
| Lyn-F3  | 5'-CACTTCACTTTTACAAGTG-3'       | Lyn-R3  | 5'-GATTAGAGTGGTGAATGTAAC-3'        |
| Lyn-F4  | 5'-TGGTTGGCACGTAATGAGAAAA-3'    | Lyn-R4  | 5'-TTGACCCCAGAGCTCATGATC-3'        |
| Lyn-F6  | 5'-GTTGTAGTATTATCATACAGAG-3'    | Lyn-R6  | 5'-GCTTCATCTGTTTGAAGCTATG-3'       |
| BCL9-F1 | 5'-GTACCTGGACTACTCCAGTG-3'      | BCL9-R1 | 5'-CAACTGAGGCCTGTGTGATTC-3'        |
| BCL9-F2 | 5'-CTATGAAGGAATGAGTGATGTGTG-3'  | BCL9-R2 | 5'-GTTTAGACTCTATTCCTCAG -3'        |
| BCL9-F3 | 5'-CTTGTTTCTTGCCATATTCATTATC-3' | BCL9-R3 | 5'-GAGGGGAGGGTGAGTGTGCTG-3'        |
| BCL9-F4 | 5'-CTGGCGCTGAGATGGCCTGAG-3'     | BCL9-R4 | 5'-CAGAAGAGAGGTGAGTCCTTG-3'        |
| BCL9-F5 | 5'-GAGAATGTCTTGTGTTGTGGCTTG-3'  | BCL9-R5 | 5'-GTACGGCCCAGGCATTCATGCCAAGTAG-3' |
| BCL9-F6 | 5'-GACTGGGGATGGCCCTCTTTC-3'     | BCL9-R6 | 5'-CTCTCCATCCACCCCTTCTC-3'         |

How the deposited data were processed for this re-analysis (not part of the article)

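ChIP-seq of WDR5 and of H3K4me3 was analysed in RS4;11 and THP-1 cells, 4 samples in all, with 1 sample for each combination of antibody and cell line and no replicates. Samples were mapped by the cell line and antibody in the labels, and the type of leukemia was taken from the paper, because the labels of the THP-1 WDR5 and RS4;11 H3K4me3 samples give the other type. The data behind the qChIP, knockdown, expression and patient results are not in the files analysed here.

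According to the paper, the authors fragmented the chromatin by sonication for WDR5 and with micrococcal nuclease for H3K4me3. The authors aligned the reads to hg19 with Eland, allowing 2 mismatches and keeping unique alignments, called peaks with MACS at default parameters, and joined the peaks to genes with a script of their own. The deposited files hold the position of each peak, 1 line per pair of a peak and a transcript, and yes or no flags for 20 kb upstream, 20 kb downstream, exon and intron. They hold no tag counts, heights, fold enrichments, p-values, FDR or summits, so the depth per sample is unknown and no peak can be weighted by its strength. A peak farther than 20 kb from every transcript is absent from them. Reads that align to several places were removed by the authors before peak calling, which lowers the signal in repeated sequence.

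From these files, the lines were reduced to distinct peaks, giving 703 WDR5 peaks in RS4;11 cells, 225 in THP-1 cells, and 24212 and 26523 H3K4me3 peaks. Chromosome names and lengths were checked against GRCh37, and no peak ran past a chromosome end. Of the H3K4me3 peaks, 28 in RS4;11 cells and 20 in THP-1 cells lie on sequences absent from the reference and were left out of comparisons that use it. Genes came from GENCODE release 44 mapped to GRCh37. The main setting used protein-coding genes with the TSS at the 5′ end of the gene. Regions were assigned by the peak center in the order promoter (2000 bp upstream to 500 bp downstream of the TSS), enhancer (2000 to 5000 bp upstream), TES region (500 bp to each side), intragenic and intergenic, without the peaks on unplaced contigs. The paper does not state its windows, and the promoter window follows the primers in Figure 6C. Target genes were the nearest protein-coding genes by distance from the peak center to the gene body, with ties decided by the nearest TSS.

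Overlap meant at least 1 shared bp. It was tested against 100000 draws of positions of the same widths on the same chromosome outside assembly gaps, with a 1-sided permutation test whose smallest p is 1.0e-05. The H3K4me3 density followed the equation in the methods, per kb and per 100 WDR5 peaks, over the 9 distances the paper lists. Shares have 95% Wilson intervals and were compared with Fisher's exact test. These errors are over peaks, and none of them covers variation between cultures. In place of a replicate error, the Wilson interval was used to judge whether a share had moved under an alternative. Counts were judged by a ratio of 1.5.

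The genes named in the text were set by a rule: the 6 targets the paper names and PIGK, which has qChIP primers in Supplementary Table S4. The rule also asked for the 5 WDR5 peaks with the smallest p-values in each file, which could not be chosen because the files give none. Primers were matched exactly within 50 kb of their gene, with products of up to 3000 bp. Checks of other explanations used 10000 draws, with a smallest p of 1.0e-04, random positions within 20 kb of protein-coding genes, windows of 501 bp for GC content matched within 1.0 percentage point, and copies of WDR5 peak sequence in the reference found with blastn (at least 95% identity over at least 80% of the peak, at least 2 copies). Alternatives changed the promoter and enhancer windows, the gene set, the TSS, the rule of assignment, the definition of a target and of an overlap, and the source of random positions. Filters on peak strength and distances between summits could not be run.

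The scripts were tested on simulated data first. Of 200 sets of random positions, 5 had a p under 0.05. With 200 peaks planted on H3K4me3 peaks, 208 overlaps were found where 209.4 were predicted, and 1500 of 1500 made-up positions were assigned to the right region. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and blastn 2.17.0.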

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

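The mapping of the samples, the main tests and most of the alternatives were set before the processed files arrived. Where a setting or a prediction was added later, this is said beside it.

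The intergenic share of WDR5 peaks differed between the cell lines. It was 17.7% in RS4;11 cells (124 of 699 peaks) and 24.7% in THP-1 cells (54 of 219 peaks), an odds ratio of 0.66 (Fisher's exact test, p = 0.031). It was flagged because the difference between the lines was tested itself. Each line is a single sample, so the difference between lines cannot be separated from one between cultures, libraries or depths. A candidate explanation is sequence that occurs in several copies, which was found in 6.2% of THP-1 WDR5 peaks (14 of 225) and 1.8% of RS4;11 WDR5 peaks (13 of 703). Among single-copy peaks the shares were 17.0% (117 of 689) and 21.6% (45 of 208), and the difference was no longer past the test's threshold (Fisher's exact test, p = 0.15). By the prediction made beforehand this leaves copies in place as an explanation. The smaller number of peaks weakens the test only a little, as 689 of 699 and 208 of 219 peaks were kept. Copies are not shown to account for the whole difference, since the share was still higher in THP-1 cells. The odds ratio kept its direction in every setting, but its p was 0.083 with a promoter of 1000 bp to each side of the TSS and 0.28 with all annotated genes. With the enhancer extended to 10000 bp the odds ratio was 0.60 (Fisher's exact test, p = 0.012), and the other settings stayed near the main result. The depth of the samples and the threshold of the peak caller could not be tested. No biological explanation was tested, and the pattern cannot be told apart from these technical ones.

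WDR5 peaks at the same place in both lines were flagged because the paper does not report on them. Of the 225 THP-1 WDR5 peaks, 13 (5.8%, 95% Wilson interval 3.4 to 9.6) overlapped an RS4;11 WDR5 peak, against 0.08 on average and 3 at most among random positions on the same chromosome (permutation test, p = 1.0e-05, the smallest that the draws can give). Requiring an overlap of 50% of the smaller peak left all 13. The shared peaks may in part be signal from repeated sequence: 5 of the 13 (38.5%) had another near-identical copy in the reference, against 15 of 902 other WDR5 peaks (1.7%, Fisher's exact test, p = 3.4e-06), as predicted for that explanation before the test. The copies number 23 for a peak on the unplaced contig GL000212.1 and 10 for the peak on chromosome 8 at 86755125 to 86755416. Copies on the mitochondrial genome were found for 3 shared peaks, at 565261 to 565843 and 569573 to 570332 of chromosome 1 and at 134259761 to 134260401 of chromosome 5. The other 8 have a single copy, and 2 of those lie on unplaced contigs. Of the 13, 8 overlapped an H3K4me3 peak in THP-1 cells and 5 in RS4;11 cells. Copies therefore remain as an explanation for part of the shared peaks. An input control, which would show whether the rest are present without the antibody, is not in the files analysed here, and no biological explanation was tested.

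A WDR5 peak at PIGK was flagged because the paper lists qChIP primers for this gene and does not report on it. In RS4;11 cells the WDR5 peak from 77684647 to 77685098 of chromosome 1 is centered 243 bp downstream of the TSS of PIGK (77554674 to 77685115, minus strand). It overlaps exon 1 and lies inside the H3K4me3 peak from 77683986 to 77686533. In THP-1 cells PIGK has an H3K4me3 peak at 77683737 to 77686244 and no WDR5 peak in the file. There are no control samples, and that the peak passed the authors' threshold is the only measure of its strength. For this single peak neither a technical nor a biological explanation was tested.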

How the results depend on the processing

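Of the 33 results that were recomputed under 155 alternatives, 11 counted as unchanged in all of them, and none reversed. A share counted as unchanged within its Wilson interval and a count within a ratio of 1.5. A tested ratio or odds ratio did so if it kept its direction and its side of the test's threshold. Values could still move far under this rule: the ratio of overlap fell from 4.43 to 1.37 in RS4;11 cells and from 5.86 to 1.63 in THP-1 cells. The excess of WDR5 peaks that overlap H3K4me3 peaks, the H3K4me3 density near WDR5 peaks, the lower promoter share of WDR5 than of H3K4me3 peaks and the number of shared WDR5 peaks kept their direction and stayed past the test's threshold throughout, with ratios of overlap from 1.37 to 4.79 in RS4;11 cells and from 1.63 to 6.52 in THP-1 cells. The size of the excess depended on the random positions. The lowest ratios came from positions at the same distances from TSSs as the WDR5 peaks, a setting added after seeing the data, with 1.37 and 1.63 for the overlap and 1.46 and 1.98 for the density. Without that setting the lowest ratios of overlap were 2.65 and 3.70. That setting was not run on single-copy WDR5 peaks alone, nor without the WDR5 peaks shared by both lines. Of the 27 THP-1 WDR5 peaks that overlapped H3K4me3, 4 had several copies. Of the 13 shared peaks, 8 overlapped H3K4me3 in THP-1 cells. Whether the THP-1 excess over that setting would stay past the threshold without such peaks is open.

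Shares by region depended on the annotation. With all annotated genes in place of protein-coding genes, the WDR5 shares of RS4;11 and THP-1 cells became 8.7% and 11.4% in promoters, 7.9% and 9.6% in enhancers, and 11.3% and 14.2% in intergenic sequence, and the odds ratio of the intergenic shares became 0.77 (Fisher's exact test, p = 0.28). Noncoding genes add start sites in sequence that is otherwise intergenic, which could explain the change. With the TSS of every annotated transcript, promoters held 11.0% and 13.2% and enhancers 8.7% and 9.1%, because start sites inside genes claim peaks that were intragenic. Extending the enhancer to 10000 bp raised its share to 8.7% and 8.2% and lowered the intergenic share of RS4;11 cells to 14.4%. A promoter of 1000 bp to each side of the TSS moved the intergenic odds ratio to 0.72 (Fisher's exact test, p = 0.083), since peaks 1000 to 2000 bp upstream lost their class. Counting an H3K4me3 peak within 1 kb of a WDR5 peak as overlapping moved the odds ratio of the overlapping shares from 0.66 (p = 0.11) to 0.63 (p = 0.038), both by Fisher's exact test, so that a difference between the lines there depends on the distance allowed.

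The number of target genes depended on the definition. A peak center from 2000 bp upstream to 500 bp downstream of the TSS left 38 and 13 genes, because most WDR5 peaks lie in gene bodies. Counts of distinct transcripts (1398 and 501) and of pairs of a peak and a transcript (1490 and 515) in the authors' annotation, both added after seeing the files, were higher because 1 peak is paired with several transcripts. Among results that are not headline results, 41 other rows moved, 18 up and 23 down. All of them are shares by region, mostly of H3K4me3 peaks, whose number makes the intervals narrow.

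The alternatives that keep peaks with a stricter p-value, with a stricter FDR or with the most tags, and the one that uses summits, were not run, because the files hold none of these values. Whether the results rest on weak peaks is therefore open. The unknown depth also limits the comparison of lines: 703 against 225 WDR5 peaks cannot be corrected for sequencing effort. The replicate block was not run because each condition has 1 sample and no result comes from a fit over replicates.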

Differences from the paper's values

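The paper states 1490 WDR5 target genes in RS4;11 cells and 515 in THP-1 cells, and around 2000 WDR5 binding genes in all. The main setting gave 656, 211 and 840. None of the alternatives set before the files arrived came within a factor of 1.5 of the paper's numbers. Distinct transcripts in the authors' annotation (1398, 501 and 1840) did so for all 3 numbers. Pairs of a peak and a transcript, 1490 and 515, equal the paper's numbers for the lines exactly, and number 2005 in all. The paper's numbers are thus those of pairs, in which 1 gene can be counted more than once. Both settings were chosen after seeing the values. Distinct gene names in that annotation (873, 316 and 1150), also chosen after seeing the values, did not come within the factor of 1.5.

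For WDR5 peaks in RS4;11 cells, Figure 4A shows about 3% in promoters, read by eye, against 4.9% here. The share was 4.3% with a promoter of 1000 bp to each side of the TSS, which closed the gap, and no other alternative did. The intragenic share is about 35% in Figure 4A, read by eye, against 72.7%, and the intergenic share about 46%, read by eye, against 17.7%. No alternative closed either gap. The RS4;11 shares read from Figure 4A do not add up to all peaks, and the paper's text places the larger part of WDR5 peaks between genes. The reading of 46% is therefore uncertain. Peaks farther than 20 kb from a transcript are not in the files, and no alternative could bring them back. That the intragenic and intergenic gaps, here and below, stayed open therefore cannot be held against the windows or gene sets. Without the missing peaks, promoter and enhancer shares are also higher here than they would be over all peaks, in both lines. Gaps in those shares therefore cannot be credited to the windows alone.

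For WDR5 peaks in THP-1 cells, the enhancer share is about 2% in Figure 4A, read by eye, against 4.1% here. Assigning peaks by any overlap with a region gave 3.7%, which is still higher. The gap counted as closed only because the 95% Wilson interval (1.9 to 7.0) reached down to the figure's value, and no other alternative closed it. The intragenic share is about 22% in Figure 4A, read by eye, against 65.3%, the intergenic share about 73%, read by eye, against 24.7%, and promoters and enhancers together about 5%, read by eye, against 9.1%. None of these 3 gaps was closed by an alternative set before the files arrived.

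For H3K4me3 peaks, Supplementary Figure S2 has a panel for each line without a name, and the left panel was taken as RS4;11 cells by the order in Figure 4A. It shows about 32% intragenic peaks, read by eye, against 57.8%. The TSS of every transcript (37.2%) and any overlap (46.2%) came within the factor of 1.5 but stayed higher, and the other alternatives did not come within it. The TES region has about 2% in Supplementary Figure S2, read by eye, against 1.1%, with the gap closed by all annotated genes (1.5%) and by any overlap (2.0%) only. The intergenic share is about 34% there, read by eye, against 14.5%, and no alternative closed it. In the right panel of Supplementary Figure S2, taken as THP-1 cells, the intragenic share is about 29%, read by eye, against 55.6%. The TSS of every transcript (34.9%) and any overlap (43.0%) came within the factor of 1.5 but stayed higher, and the others did not come within it. The intergenic share in that panel is about 36%, read by eye, against 15.3%, which no alternative closed.

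The H3K4me3 density at the center of WDR5 peaks is about 160 in RS4;11 cells and about 130 in THP-1 cells in Figure 5A, read by eye. Within 1 kb it was 7.7 and 13.3 here, and leaving out promoter peaks gave 5.1 and 10.7, so no alternative set before the files arrived closed these gaps. The axis of Figure 5A gives a frequency per 1 kb and does not say whether it is per 100 WDR5 peaks, as in the equation of the methods used here. In the innermost interval of the profile, 0 to 50 bp, the density here was 25.6 in RS4;11 cells and 97.8 in THP-1 cells, and the THP-1 value is within a factor of 1.5 of the paper's curve, a comparison chosen after seeing the values. The ranking of the lines also differs. Figure 5A draws the RS4;11 curve above the THP-1 curve, and the density here was higher in THP-1 cells within 1 kb.

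Other statements of the paper differ from the files in genes or directions. The paper reports most WDR5 peaks as intergenic, and here the intragenic share was the largest in both lines, at 72.7% and 65.3%, among peaks within 20 kb of a transcript. The paper presents Lyn, BCL9, RAB28, CD93, MED24 and RBM22 as targets with WDR5 and H3K4me3 peaks in their promoters, and Supplementary Figure S3 shows them in THP-1 cells. In the THP-1 file no WDR5 peak lay in the promoter window of any of these genes, and the nearest listed was 3478 bp upstream of the TSS of LYN. The panel of CD93 draws an H3K4me3 signal over a large part of the gene, which by eye is broader than the widest peak in the THP-1 file (4446 bp), while that file lists no H3K4me3 peak at CD93. Figure 6C places the Lyn primers around the TSS, and the Lyn products matched here lay at -15108, -13876 and -12718 bp from the annotated 5′ end.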

Other observations

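The excess of WDR5 peaks that overlap H3K4me3 peaks was put to several technical explanations, each with its prediction made before its test. In the files both kinds of peak lie near genes. Against random positions within 20 kb of protein-coding genes, the overlap was still 2.79 times the mean of 10000 draws in RS4;11 cells and 3.70 times in THP-1 cells (permutation tests, p = 1.0e-04, the smallest that these draws can give). GC content was another candidate explanation, since WDR5 peaks that overlapped H3K4me3 had a median GC content of 52.7% in RS4;11 and 50.1% in THP-1 cells, against 40.5% and 39.3% over all WDR5 peaks. With random positions matched for GC content the ratios were 2.82 and 3.96. The match had little to correct, since all WDR5 peaks together are close in GC content to random positions near genes (median 41.3%), and the drawn overlap changed only from 20.8 to 20.6 peaks in RS4;11 cells and from 7.3 to 6.8 in THP-1 cells. It therefore does not rule out GC content for the GC-rich WDR5 peaks that overlap H3K4me3. Single-copy WDR5 peaks alone gave 2.68 (55 of 690 peaks) and 3.40 (23 of 211 peaks). Most of the excess was lost against positions at the same distances from random TSSs. The ratios were then 1.37 in RS4;11 cells (permutation test, p = 0.0067) and 1.64 in THP-1 cells (permutation test, p = 0.006). Both are above the 1.2 set beforehand as the least excess. Each distance was that to the nearest TSS, but a drawn position could lie closer to another TSS. These draws were also not held to the same chromosome. The drop therefore cannot be credited to distance from the TSS alone.

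Besides GC content, signal that is not specific to the cell line remains as an explanation for this overlap. Its prediction was met, but in a test that could hardly have failed. RS4;11 WDR5 peaks overlapped the H3K4me3 peaks of THP-1 cells nearly as often as their own, 53 against 58 of 703 peaks (7.5% and 8.3%, a difference of 0.7 percentage points, exact binomial test, p = 0.5). THP-1 WDR5 peaks overlapped 22 RS4;11 and 27 of their own H3K4me3 peaks out of 225 (9.8% and 12.0%, 2.2 percentage points, exact binomial test, p = 0.27). Both differences are below the 5 points that had been set as a sign of line-specific overlap. That mark was hard to reach even for line-specific binding, because the own overlap was only 8.3% and 12.0%. Moreover, 55.9% of RS4;11 and 51.9% of THP-1 H3K4me3 peaks overlapped a peak of the other line. The test therefore cannot decide between line-specific and unspecific signal. The overlap may reflect places that carry H3K4me3, or accessible chromatin, in both lines. It cannot be told apart from unspecific signal at such places without an input control.

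THP-1 WDR5 peaks centered within 50 bp of an H3K4me3 center may in part be signal from repeated sequence. Of these 11 WDR5 peaks, 4 (36.4%) had another near-identical copy in the reference, against 10 of the other 214 (4.7%, Fisher's exact test, p = 0.0025), as predicted beforehand for this explanation. They include the peaks at 565261 to 565843 and 569573 to 570332 of chromosome 1, which have copies on the mitochondrial genome, and a peak at 228771002 to 228771544 of chromosome 1 with 17 copies, 537 bp from a 5S ribosomal RNA gene. These 11 peaks are behind the high density from 0 to 50 bp in THP-1 cells, so its height cannot be read as binding alone. No biological explanation was tested.

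No H3K4me3 peak in either file is wider than 4478 bp, and wider peaks may be missing. The prediction made beforehand was that the widest 5% of peaks of 1 line would lack a partner in the other line more often than peaks of middle width. The result went against it. A partner in RS4;11 cells was missing for 21.3% of the widest THP-1 peaks and 51.3% of those of middle width, and a partner in THP-1 cells for 24.5% of the widest RS4;11 peaks and 46.7% of those of middle width. This comparison could not decide the question, because narrow peaks lack a partner far more often whatever happens to wide ones. The missing share of THP-1 peaks was 80.4% in the narrowest 5% and 13.7% from the 90th to the 95th percentile of width, and that of RS4;11 peaks 73.7% and 13.9%. A second comparison was chosen only after these values had been seen. Relative to peaks between the 75th and 90th percentile of width, a partner was missing 1.32 times as often for the widest THP-1 peaks (21.3% against 16.1%, Fisher's exact test, p = 2.3e-05) and 2.10 times as often for the widest RS4;11 peaks (24.5% against 11.6%, Fisher's exact test, p = 2.3e-25). The missing share also rose toward the width limit, a pattern seen afterwards and not tested on its own. It was 12.5% of THP-1 peaks from 3000 to 3250 bp and 37.5% of the 32 from 4250 to 4500 bp, and 11.5% and 36.4% (118 peaks in the widest class) for RS4;11 peaks. Missing wide peaks remain a hypothesis, which rests on comparisons made after the values were seen. If wide H3K4me3 domains are absent from the files, WDR5 peaks inside them would be counted as lying outside H3K4me3.

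The H3K4me3 peaks that hold a WDR5 peak had a mean width of 2047 bp in RS4;11 cells, against 1664 bp over all H3K4me3 peaks. Random positions near genes hit H3K4me3 peaks with a mean width of 2175 bp (permutation test, p = 0.7), so the width is what chance gives, because wider peaks are hit more often. In THP-1 cells the mean width was 1341 bp, below the 1545 bp over all H3K4me3 peaks and the 1999 bp of random hits (1-sided permutation test for wider peaks, p = 0.95), so there is no greater width to explain. Among the listed H3K4me3 peaks, none of them wider than 4478 bp, nothing links WDR5 with wider peaks. Broader peaks may be missing from the files, so the comparison cannot speak to those.

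The overlapping share of WDR5 peaks was 8.3% in RS4;11 cells and 12.0% in THP-1 cells, and the difference was not past the test's threshold (Fisher's exact test, p = 0.11). Counting H3K4me3 peaks within 1 kb, the shares were 11.4% and 16.9% and the difference was past it (odds ratio 0.63, Fisher's exact test, p = 0.038). With overlap itself, the shares among single-copy peaks were 8.0% and 10.9% (Fisher's exact test, p = 0.21), and among peaks below the median width 6.7% and 10.9% (Fisher's exact test, p = 0.19). The predictions made beforehand counted such values as pointing to copies and to peak width. Since the difference over all peaks was itself not past the threshold, they cannot separate these explanations from too few peaks. Neither was tested for the distance of 1 kb, and whether the lines differ is open.

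The paper tested binding at Lyn, BCL9, RAB28, CD93, MED24 and RBM22 by qChIP in Nalm6, U937 and primary cells, which are not in the files analysed here. In the ChIP-seq peaks of RS4;11 cells, WDR5 was listed in the promoter window of BCL9, RAB28, CD93 and RBM22, at RAB28 by the edge of the peak only. It was not listed in that of LYN or MED24, with the TSS at the 5′ end of the gene. With the TSS of every annotated transcript, a setting not planned beforehand, MED24 also had a WDR5 peak in a promoter window. THP-1 cells had none in either setting. Since a peak list shows only what passed the caller's threshold at an unknown depth, a missing peak is not evidence that WDR5 is absent.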
